# Unusual DNA packaging characteristics in endoreduplicated *Caenorhabditis elegans* oocytes defined by *in vivo* accessibility to an endogenous nuclease activity

**DOI:** 10.1186/1756-8935-6-37

**Published:** 2013-11-01

**Authors:** Sam Guoping Gu, Barbara Goszczynski, James D McGhee, Andrew Z Fire

## Abstract

**Background:**

Germ cells in animals are highly specialized to preserve the genome. A distinct set of chromatin structures must be properly established in germ cells to maintain cell fate and genome integrity. We describe DNA-surface interactions in activated *Caenorhabditis elegans* oocytes that are revealed through the activity of an endogenous nuclease ('endocleavage’).

**Results:**

Our analysis began with an unexpected observation that a majority (>50%) of DNA from ovulated but unfertilized *C. elegans* oocytes can be recovered in fragments of approximately 500 base pairs or shorter, cleaved at regular intervals (10 to 11 nt) along the DNA helix. In some areas of the genome, DNA cleavage patterns in these endoreduplicated oocytes appear consistent from cell-to-cell, indicating coherent rotational positioning of the DNA in chromatin. Particularly striking in this analysis are arrays of sensitive sites with a periodicity of approximately 10 bp that persist for several hundred base pairs of genomic DNA, longer than a single nucleosome core. Genomic regions with a strong bias toward a 10-nt periodic occurrence of A(n)/T(n) (so-called PATC regions) appear to exhibit a high degree of rotational constraint in endocleavage phasing, with a strong tendency for the periodic A(n)/T(n) sites to remain on the face of the helix protected from nuclease digestion.

**Conclusion:**

The present analysis provides evidence for an unusual structure in *C. elegans* oocytes in which genomic DNA and associated protein structures are coherently linked.

## Background

Germ cells in animals are highly specialized to preserve the genome. A distinct set of chromatin structures must be properly established in germ cells to maintain cell fate and genome integrity [1,2]. With the goal of understanding such structures in *Caenorhabditis elegans*, a number of groups have been applying combinations of genomics, biochemistry, and genetics (reviewed in [1]).

*C. elegans* oocytes arrest at the diakinesis stage of meiotic prophase I. Oocyte chromosomes at this stage are highly condensed, giving rise to the characteristic appearance of six discrete bivalents [3]. Oocyte meiotic maturation, defined by the transition between diakinesis and metaphase of meiosis I, is triggered by a signal involving the major sperm protein (MSP) released from the sperm [4-6]. A mature oocyte signals the ovulation process by regulating the gonadal sheath cell contraction and inducing dilation of the hermaphrodite spermatheca [5], and then becomes fertilized as it passes through the spermatheca. In the absence of sperm (for example*,* in mutant *C. elegans* that are fully feminized), oocytes usually arrest at the diakinesis stage. However, in certain mutant strains that produce defective sperm, oocytes continuously mature and ovulate, endoreduplicating their DNA and resulting in a large number of unfertilized polyploid oocytes accumulating in the uterus. In this study, we use an endogenous nuclease activity present in these oocytes to identify an unusual chromatin structure.

## Results

### Fragmented chromatin in activated *fer-1(b232) C. elegans* oocytes

Ovulated but unfertilized oocytes have been a standard starting material for a variety of genomic and proteomic studies of *C. elegans* germline development [7-9]. These cells are a readily available germline tissue source from C. elegans, retaining transcriptional and proteomic characteristics of the oocyte lineage [8,9], although certain features (endoreduplication of DNA and accumulation over the life of the animal) distinguish them from oocytes progressing to embryogenesis in the presence of fertilizing sperm. This work began with an unexpected observation that about 50% of the DNA in these *fer-1(b232)* oocyte samples was present in fragments of <500 bp (Figure 1a). To examine the cleavage pattern in greater detail, we end-labeled DNA samples by T4 polynucleotide kinase assay and ATP (gamma-32P), resolving the products at single base resolution on denaturing 12% polyacrylamide gels (PAGEs). We observed that oocyte DNA fragments exhibit a clearly quantized size distribution with a periodicity of 10 to 11 bp on electrophoretic separation (Figure 1b). The bands define a 'ladder’ with sizes 21/22, 31/32, 41/42, 51/52 bp, *etcetera.* Such approximately 10-nt ladder patterns were not evident in undigested genomic DNA extracted from adult animals lacking activated oocytes (wild type (N2) young adult animals). Likewise the pattern was not observed in MNase-digested chromatin from L1 larvae or adult N2 animals [Additional file 1: Figure S1]. Aruscavage and colleagues [10] had observed an apoptosis-dependent population of 10 to 11 bp quantized short DNA fragments in preparations of DNA from *C. elegans* embryos, but with a considerably lower concentration relative to the total DNA present (with the low concentration of cleaved DNA in embryos likely reflecting the small fraction of cells undergoing apoptosis). With a direct comparison of the approximately 10-nt periodic ladder pattern between embryos and activated oocytes (Figure 2), we confirmed that the activated oocytes were much more strongly enriched for short quantized DNA fragments [Additional file 1: Figure S1].

**Figure 1:**
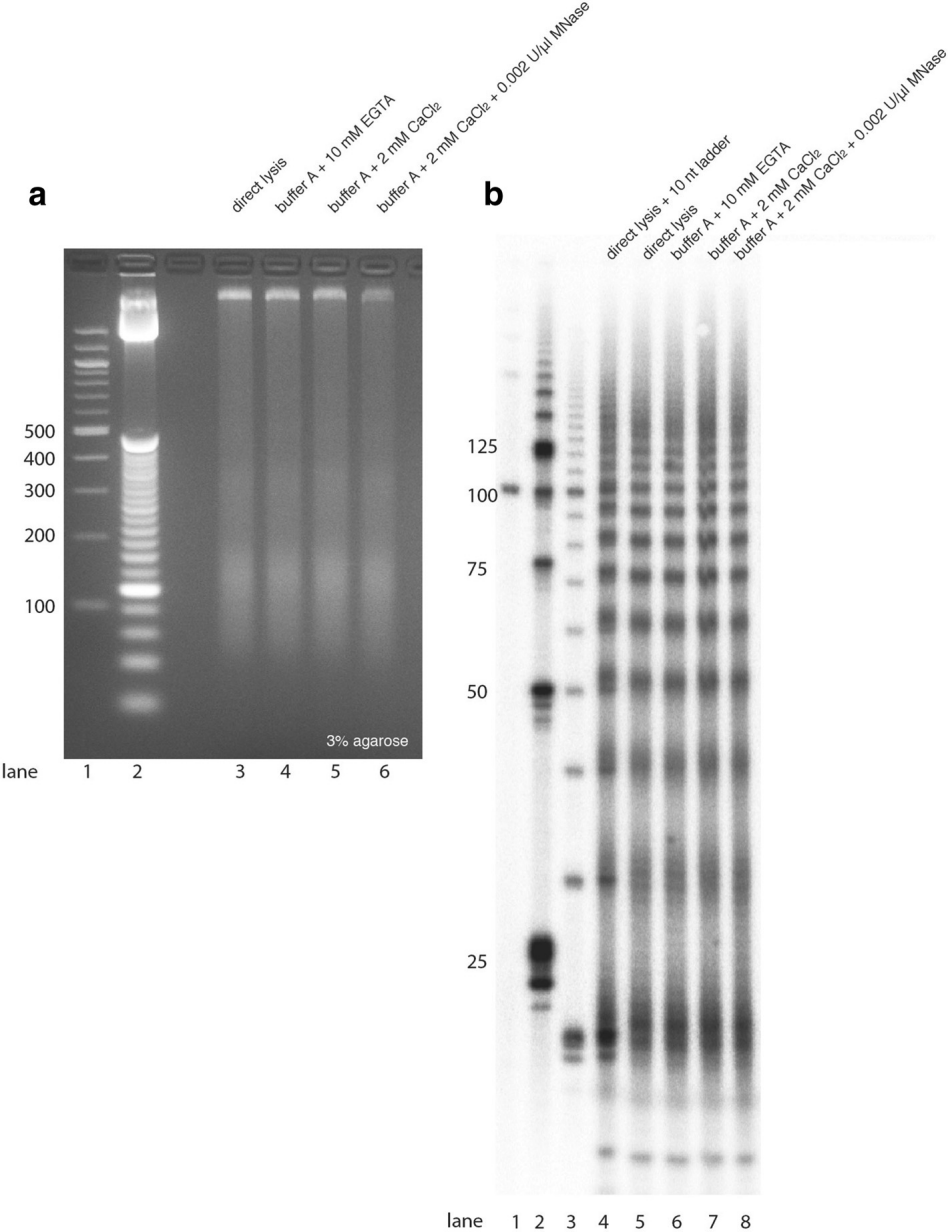
**Fragmented chromatin in activated *fer****-****1(b232) *mutant oocytes.** Genomic DNA extracted from *fer-1(b232)* oocytes was resolved on a 3% (native) agarose gel **(a)** or a denaturing 12% polyacrylamide gel (8 M urea) **(b)**. For 'direct lysis’, frozen oocytes were ground in liquid nitrogen and directly mixed with worm lysis buffer without initial thawing (see Methods). For 'buffer A + 10 mM EGTA’, 'buffer A + 2 mM CaCl_2_’, or 'buffer A + 2 mM CaCl_2_ + 0.002 U/ul MNase’, ground oocytes were mixed with corresponding buffer, followed by incubation at 37°C for 2 minutes and DNA extraction. DNA samples in panel b were radioactively labeled at the 5′ end. For 'direct lysis + 10 nt ladder’, a mixture of *fer-1(b232)* oocyte DNA and 10 nt ladder was resolved in the same lane.

**Figure 2:**
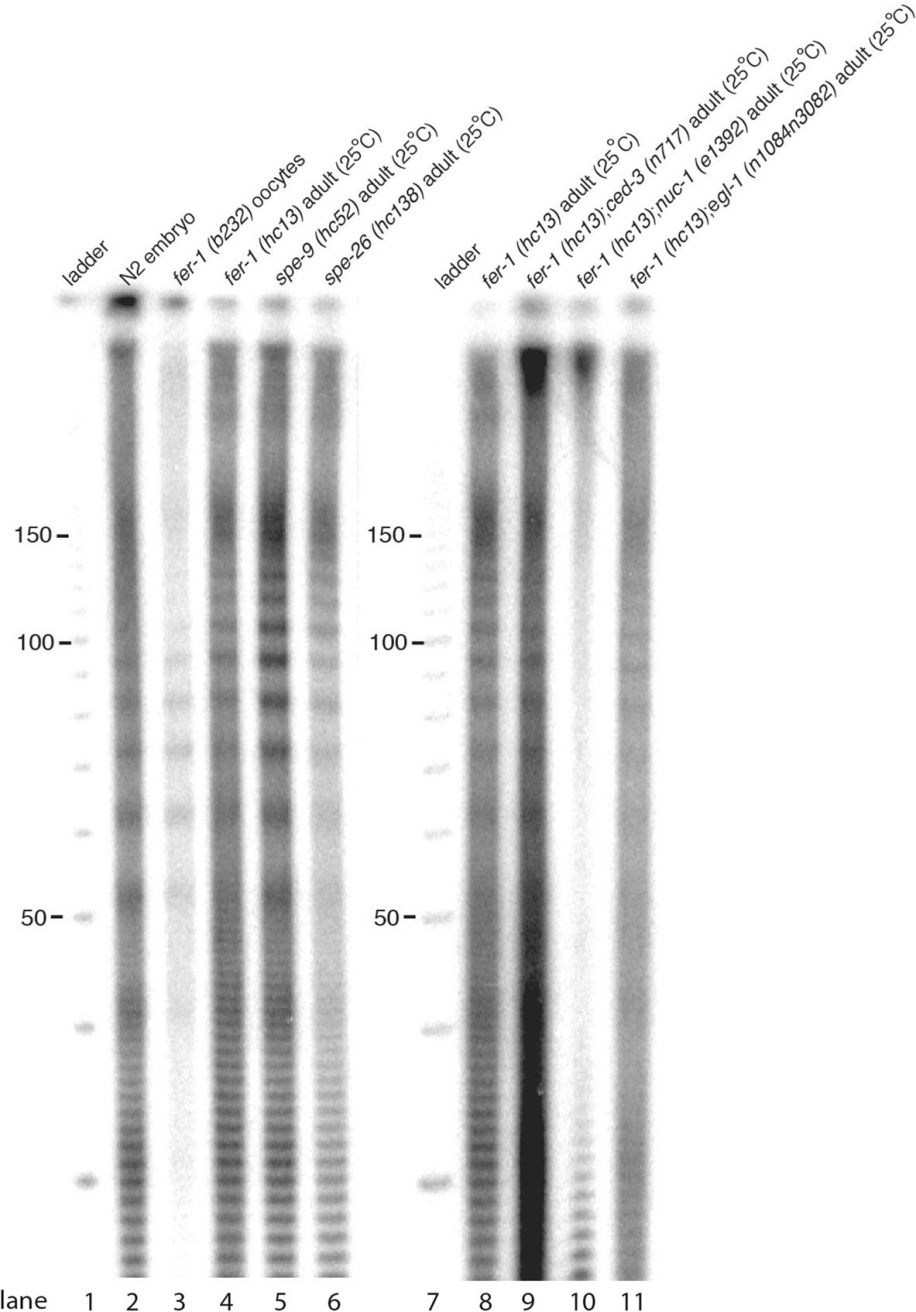
**Genetic requirement for the DNase activity present in unfertilized oocytes.** Genomic DNA extracted from purified oocytes (*'fer-1* oocytes’) or from liquid-nitrogen-flash-frozen samples (N2 (wild type) embryos and adults of various genotypes) was radioactively-labeled using T4 polynucleotide kinase and gamma-32P-ATP, and resolved on a denaturing 12% polyacrylamide gel (8 M urea). A total of 2 μg of DNA were used for labeling and PAGE analysis for all samples except DNA from isolated *fer-1(b232)* oocytes (<30 ng).

### DNA fragmentation as a general property of activated *C. elegans* oocytes

To determine the generality of the observed fragmentation, we obtained unfertilized oocyte DNA from a variety of sources and by a variety of protocols. In particular, we wished to determine whether the observed approximately 10-nt ladder was dependent on either the specific genetic background of the original *fer-1(b232)* strain or the oocyte isolation procedure used. An approximately 10-nt ladder pattern similar to that observed from purified *fer-1(b232)* was observed for DNA extracted from whole animals from a different *fer-1* mutant stock (*fer-1*(*hc13*)) raised at the restrictive temperature of 25°C (Figure 2). This isolation used flash frozen animals extracted directly for DNA (without an oocyte preparation step), indicating that DNA cleavage is not due to the oocyte preparation procedure. Two other sperm-defective mutants, *spe-9*(*hc52*) [11,12] (required for sperm-oocyte interaction) and *spe-26*(*hc138*) [13] (required for spermatid formation) were tested and showed the same approximately 10-nt ladder pattern as *fer-1* mutant oocytes (Figure 2). These results are consistent with endogenous DNase activity and consequent DNA cleavage in an approximately 10-nt ladder pattern as a general property of activated *C. elegans* oocytes.

### A role for the type II DNase NUC-1 in activated oocyte endocleavage, independent of the apoptosis machinery

Chromosome fragmentation is a hallmark of apoptotic cells in mammals, as well as in lower metazoans (reviewed in [14]). Aruscavage and colleagues had showed that the endogenous cleavage activity observed in *C. elegans* embryos depends on programmed cell death machinery (the caspase-homolog CED-3) and an associated type-II DNase NUC-1 [10,15-17].

To investigate whether the canonical programmed cell death pathway and/or NUC-1 are required for the endo-cleavage activity in activated oocytes, we constructed double mutants *fer-1*(*hc13*)*;ced-3*(*n717*) and *fer-1*(*hc13*)*;nuc-1*(*e1392*), growing each at the restrictive temperature (25°C) to allow oocyte accumulation. DNA from *fer-1(hc13);ced-3(n717)* double mutant animals yields an approximately 10-base periodic ladder similar to that observed in apoptosis-competent *fer*- and *spe*-strains, indicating that CED-3 activity (and thus the canonical cell death pathway) is not required for the observed oocyte endocleavage. In contrast, the *fer-1(hc13);nuc-1(e1392)* double mutant fails to yield an evident 10-nt ladder pattern (Figure 2). These results implicate NUC-1, induced by a CED-3-independent mechanism, in the observed activated oocyte endocleavage.

### Construction of DNA libraries from endocleavage products

To understand the relation between fragmentation activities and the arrangement of DNA packaged in oocyte chromatin, we set out to characterize the precise sites of DNA cleavage. Fragmented *fer-1(b232)* oocyte DNA from different size ranges (20 to 80, 40 to 130, 80 to 230, and 130 to 430 bp) was isolated by using an agarose gel. 

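The deposited data of this experiment are 7 libraries of endo-cleaved DNA and 1 library of MNase-generated nucleosome core DNA, all from fer-1(b232) oocytes. In this temperature-sensitive strain sperm do not fertilize the oocytes, and the nuclease that cut the endo-cleaved DNA is the oocytes' own. Each condition has 1 library, so no value below has an error between oocyte preparations. The 4 paired-end libraries hold DNA of 20 to 80, 40 to 130, 80 to 230 and 130 to 430 nt by the paper's size ranges. For the 40 to 130 nt library the sample labels give 50 to 130 bp. The authors deposited lists of mapped positions, each with a whole-number count of the tags found there. A single-end entry gives the 25 nt that were mapped and their strand, and a paired-end entry gives both ends of a fragment. No value is normalized, and the genome build is not named in the paper's text or the lists. From these lists the 5′ end of every tag, or both 5′ ends of every fragment, was placed on its strand of the 6 nuclear chromosomes. Every tag was counted, as in the paper's multiplication of tag numbers, and the effect of counting each position once was computed beside it. Intervals of 95% come from 200 bootstrap draws of 1-Mb blocks. They cover counting error and variation along the genome within 1 library, and PCR copies are not independent molecules.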

The majority of these DNA fragments were double-stranded with a 2 to 3 nt overhang at the 3′ ends (see later section and Methods). Size-selected DNA fragments were treated with T4 DNA polymerase to produce blunt ends, followed by linker ligation. The resulting libraries were analyzed by paired-end sequencing (Illumina HiSeq 2000 sequencing system), allowing both ends to be mapped. 

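The 20 to 80 nt library holds 6097218 fragments, the 40 to 130 nt library 7963474, the 80 to 230 nt library 15509078 and the 130 to 430 nt library 15331431. Few of these fragments share both ends. Counted once each, the libraries hold 5930844, 7755251, 14665888 and 13573150 distinct fragments. Repeated fragments therefore make up 2.73% of the 20 to 80 nt library and 11.47% of the 130 to 430 nt library.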

With the criterion that paired reads match perfectly to a unique position of the reference genome, approximately 6.1, 8.0, 15.6, and 15.5 million alignments were obtained by this process for the 20 to 80, 40 to 130, 80 to 230, and 130 to 430 nt size ranges, respectively. We also performed single-end Illumina sequencing for endocleaved oocyte DNA in the 40 to 90, 90 to 140, and 140 to 240 nt size ranges.

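The single-end library of 40 to 90 nt DNA holds 29938690 tags at 23077815 distinct positions and strands. The 90 to 140 nt library holds 28451497 tags at 21852799 positions, and the 140 to 240 nt library 32660817 tags at 13040032 positions. Each position of the 140 to 240 nt library thus has 2.51 tags on average, against 1.30 in the 40 to 90 nt library. The library of MNase-generated core DNA is the shallowest of the single-end libraries, with 7892011 tags at 6852300 positions. The strands are balanced, with 14970265 plus-strand and 14968425 minus-strand tags in the 40 to 90 nt library.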

The size of captured DNA fragments can be assessed by the distance between paired reads. The distributions of the distances between paired reads show approximately a 10-bp periodicity (Additional file 1: Figure S2), consistent with the DNA electrophoresis profile on the denaturing PAGE (Figure 1b). 

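A sinusoid fitted to the size histogram, after division by a smoothed baseline, had a period of 10.35 nt in the 20 to 80 nt library. In the 40 to 130 nt library the period was 10.40 nt (95% interval 10.39 to 10.40). It was 10.95 nt (10.86 to 11.04) in the 80 to 230 nt library and 10.76 nt (10.64 to 10.84) in the 130 to 430 nt library. The amplitude was 82.2% of the baseline in the 20 to 80 nt library, 76.5% in the 40 to 130 nt library and 22.4% in the 80 to 230 nt library. Peaks of the 40 to 130 nt library lay at 49, 59, 69, 79, 90, 100, 110 and 120 nt. Those of the 80 to 230 nt library lay at 90, 99, 111, 120, 132 and 141 nt, with others at 155 and 230 nt. In both libraries the peaks up to 141 nt are on average closer together than the fitted period. The fit gave every size equal weight, however few its fragments, and the 95th percentile of size in the 80 to 230 nt library was 162 nt. The intervals do not cover this weighting. The alternative that moved the period most used only sizes above 100 nt, which gave 10.91 nt in the 40 to 130 nt library.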

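The mapped ends carry a trace of the stagger between cuts on opposite strands. Blunting removes a 3′ overhang, so the 5′ ends left by a pair of staggered cuts face each other across a gap as long as the overhang. Pairs of opposite-strand 5′ ends were counted for each gap, and gaps from 1 to 6 nt were searched for the highest number. In the 40 to 90 nt single-end library it lay at a gap of 3 nt, 1.31 times the median over gaps within 40 nt (95% interval 1.23 to 1.40). The 20 to 80 nt paired-end library had it at 3 nt as well (1.26 times the median; 3 to 4 nt over the bootstrap draws), and so did the 40 to 130 nt library (1.34 times; 3 to 4 nt). In the 4 libraries of longer DNA it lay at 4 nt, from 1.19 times the median at 140 to 240 nt to 1.32 times at 80 to 230 nt. Further crests followed at gaps of 14 and 24 nt in each of the 7 endo-cleaved libraries. The MNase library had no value above the median over the searched gaps, its highest being 0.981 times the median (0.957 to 1.01), or 1.01 times with each position counted once.

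**Figure D1:**
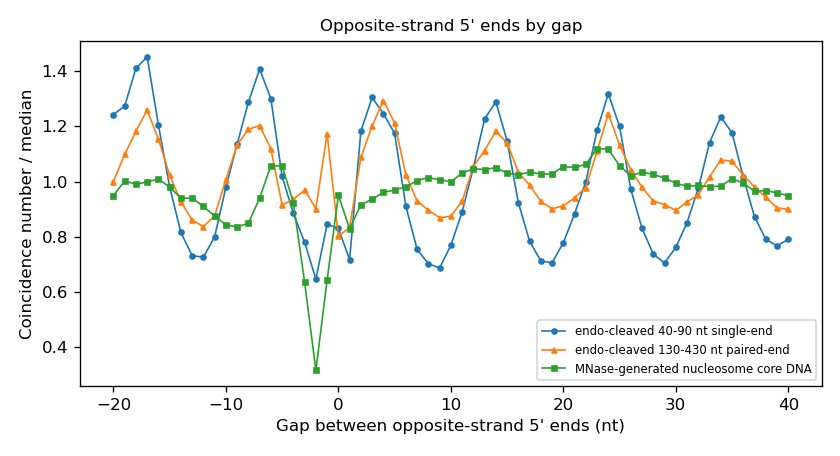
Number of opposite-strand 5′ end pairs divided by its median (vertical axis) against the gap between the ends in nt (horizontal axis), for 3 libraries with 1 point per gap and no error bars. The 40 to 90 nt library peaks at a gap of 3 nt and the 130 to 430 nt library at 4 nt, and both peak again at 14 and 24 nt.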

The peak sizes determined from sequencing are approximately 2 to 3 nt shorter than the sizes determined from a denaturing gel (Additional file 1: Figure S2 and Figure 1b), a difference that can be explained by a 2 to 3 nt single stranded overhang at the 3′ end on each strand (See Methods section and Additional file 1: Figure S3). 

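In the 130 to 430 nt library the most frequent fragment size was 145 nt, with 336713 of 15331431 fragments. The most frequent size stayed between 145 and 146 nt over the bootstrap draws. The median size was 157 nt, and 5% of the fragments were longer than 252 nt. In the 80 to 230 nt library the most frequent size was 79 nt and the median 100 nt.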

The 130 to 430 nt size range DNA had a more continuous distribution, with maximal frequency at 145 nt. We note, however, that an approximately 10-bp periodic component remains in the 130 to 430 nt size range (for example*,* peaks at 178, 189, 199 nt) [Additional file 1: Figure S2].

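Beyond the maximum, the size histogram of the 130 to 430 nt library had local maxima at 178, 188 and 199 nt, and again at 219, 231 and 241 nt. The counts at the first group of maxima were 124456, 98909 and 67281 fragments, from 1.29 to 1.55 times the mean of the neighboring troughs. A single sinusoid, fitted with equal weight to every size from 130 to 430 nt, had an amplitude of 5.29% of the baseline (95% interval 4.53 to 6.13%). The 95th percentile of size was 252 nt, so much of that range held few fragments. The amplitude averages over the range and understates the periodic component at the first group of maxima.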

### Activated oocyte DNA is constrained in its rotational positioning at the genomic level

The detailed structure of chromatin in a region can determine which face of the DNA double helix is protected by an underlying surface (for example*,* core histone octamer) and which face is accessible. At any given locus in the genome, the accessible face can be random among individual cells (that is*,* variable rotational positioning) or, in the other extreme, a particular face can be consistently accessible in all cells (that is, exhibiting a constrained rotational positioning). The 10-nt ladder appearance of the fragmented DNA in activated *fer-1(b232)* oocytes indicates that the endogenous DNA cleavage events tend to occur periodically for every helical turn in the DNA double helix.

Positional auto-correlation analysis is a sensitive method to detect non-random DNA packaging configurations (for example, local positional constraints or long-range phasing characteristics) [18-20]. The algorithm is briefly described here. For each cleavage site (site A), the distance to each of the nearby cleavage sites (site B) is recorded. In this analysis, tags associated with sites A or B are mapped to the same strand of genomic DNA. To avoid the same pair being counted twice, site B is set downstream of site A (when referenced to the plus strand of genome) (Figure 3a). The number of such coincidences is then plotted as a function of the distance between site A and B. As an explicit example, if there are 2 and 3 tags that are mapped to sites A and B, respectively, and A and B are separated by a distance of 20 bp in the genome, the y-axis is incremented by 6 (2 times 3) at the distance of 20 bp (x-axis). If rotational positioning were completely flexible, the coincidence number would tend to be a flat function of distance between sites A and B. If rotational positioning were to be constrained, the coincidence numbers should reveal a periodic signal that corresponds to the DNA helical period.

**Figure 3:**
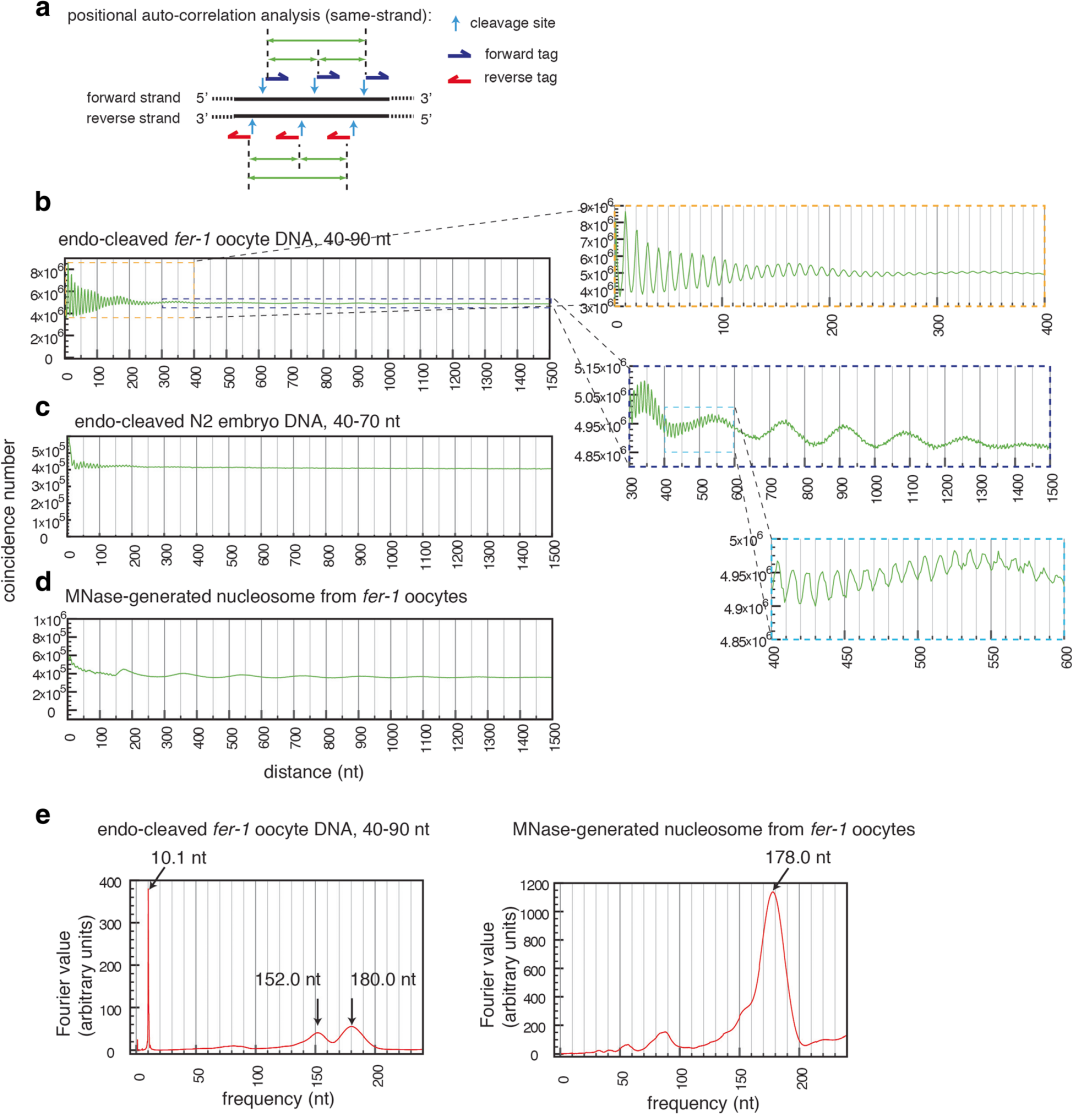
**Autocorrelation analysis of DNA fragments from *Caenorhabditis elegans fer****-****1(b232) *oocytes and wild type (N2) embryos. (a)** A schematic diagram showing an example of global positional correlation analysis. For each pair of tags that match to the same strand, the distance between the tags is recorded. **(b-d)** The coincidence of tag pairs is plotted as a function of the distance between two tags that match to the same strand for endo-cleavage DNA fragments (40 to 90 nt size range, single-end Illumina sequencing tags) from activated *fer-1(b232)* oocytes (b), 40 to 70 nt fragments from N2 embryo (c), or MNase-generated nucleosome core DNA from activated *fer-1(b232)* oocytes (d). **(e)** Fast Fourier transform analysis of coincidence over positional correlation analysis.

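For the 40 to 90 nt single-end library, same-strand pairs of tags were counted at every distance up to 1500 nt, each pair of positions weighted by the product of its tag numbers. Local maxima of this coincidence number lay at 10, 21, 31, 41, 52, 62, 72, 82 and 93 nt. Between 1 and 100 nt the mean coincidence number was 5266635 per nt of distance.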

The auto-correlation analysis for activated oocyte DNA fragments reveals a prominent approximately 10-nt periodic signal for the coincidence numbers (for example*,* peaks at 10, 21, 31, 41, 51, 62, 72, and 82 nt, *etcetera*) (Figure 3b), indicating that the cleavage sites in the activated oocyte chromatin have a strong tendency for consistent placement on an 'accessible’ face of the DNA double helix in different cells. This type of result suggests an underlying surface that may locally protect one face of the DNA from digestion while leaving the other face open to the enzyme. A previous whole-genome analysis of DNase I-generated chromatin fragments using human cells revealed a similar 10-nt periodic signal for DNase I-sensitive sites; however the observed phasing character was restricted to a distance that would be contained in a single mononucleosome [21]. In contrast, the 10-nt periodic signal observed in the *C. elegans* oocyte endo-cleaved chromatin fragments is maintained in aggregate over a distance ranging up to 500 bases and above, indicated by the 10-nt periodicity in this region of the autocorrelation plot (Figure 3b). 

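Local maxima of the coincidence number went on at intervals of 9 to 12 nt up to 504 and 516 nt. From 501 to 600 nt the best sinusoid with a period near 10 nt still had an amplitude of 0.234% of the mean coincidence number (95% interval 0.152 to 0.321%). The same fit at periods near 7 and 14 nt, a comparison added after these values were seen, gave at most 0.0637%. Poisson noise alone gave a fit of up to 0.0164% in 95% of 200 draws. From 601 to 700 nt the amplitude was 0.0644% (0.0358 to 0.148%), with its best period at the edge of the range searched. Simulated tags with an expected amplitude of 0 gave up to 0.103% with the same fit. They had far fewer pairs per distance than this library, so they do not measure its noise. With the best period at the edge, no signal is claimed there.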

By this analysis, 34% of the autocorrelation signal with a 100-nt window derives from sites with constrained rotational positioning (8.9 for 101 to 200 nt, 2.8% for 201 to 301 nt, 1.1% for 301 to 400 nt, and 0.64% for 401 to 500 nt). 

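The paper's text does not give the formula for the share of sites with constrained rotational positioning. Here the periodic share was taken as the amplitude of the best sinusoid, over a quadratic baseline, divided by the mean coincidence number. For the 40 to 90 nt library it was 26.3% from 1 to 100 nt (95% interval 25.0 to 27.4%) and 7.92% from 101 to 200 nt (7.48 to 8.41%). It was 2.48% from 201 to 300 nt (2.31 to 2.69%), 0.927% from 301 to 400 nt (0.836 to 1.01%) and 0.407% from 401 to 500 nt (0.319 to 0.494%). The fit at periods near 7 and 14 nt gave 3.56% in the first of these windows and 0.0690% in the last. The definition moved the share most. Taken as the height of the peaks above the troughs over the mean, it was 52.7% from 1 to 100 nt.

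**Figure D2:**
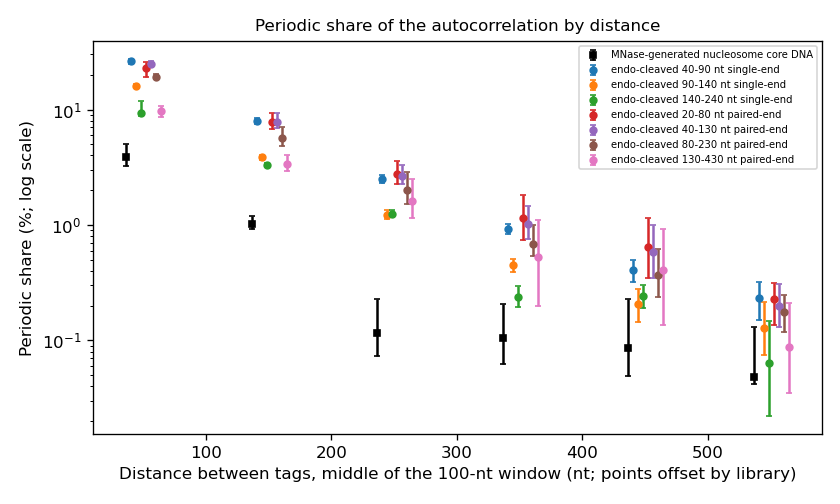
Periodic share in percent on a log scale (vertical axis) in windows of 100 nt of distance between tags (horizontal axis, nt), for each of the 8 libraries, offset sideways for legibility. Points are the share of 1 library and bars its 95% bootstrap interval. The 40 to 90 nt library falls from 26.3% in the first window to 0.234% from 501 to 600 nt, and the MNase library starts at 3.85%.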

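A periodogram of the coincidence numbers of the 40 to 90 nt library from 1 to 1500 nt, after a cubic baseline in log distance, had its maximum at 10.08 nt (95% interval 10.07 to 10.10 nt). The next highest maximum between 9 and 12 nt, at 10.39 nt, had 7.75% of that power.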

Fast Fourier transform (FFT) analysis of this signal indicated that the periodicity of the coincidence frequency is 10.1 nt (Figure 3c). However, we note that the Fourier analysis may represent a situation that in reality is considerably more complex than can be modeled with a single peak - indeed DNA in different physical and biological configurations is known to have helical periodicity ranging between 10 and 11 (for example*,*[22]) with the underlying physical situation expected to vary both between cell types and (as a consequence of DNA sequence, base composition, or underlying physical structure) between regions in the genome. Numerous large-scale chromatin structures have been proposed in diverse systems, each with different detailed consequences in terms of the balance of helical periodicity across any localized region [23-25]. Experimental analysis of accessibility [26,27], likewise supports a somewhat variable periodicity within the nucleosomal repeat that varies somewhat for different sub-nucleosomal regions (in particular around the dyad).

To obtain an indication of the extent of periodic structure underlying the DNA as a function of position in the genome, we performed the autocorrelation analysis separately for endo-cleavage ends that occur in each of six chromosomes. All chromosomes exhibit similar degrees of rotational positioning in this analysis [Additional file 1: Figure S4]. 

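In the 40 to 90 nt library the periodic share from 1 to 100 nt was 26.6% on chromosome I, 26.7% on II, 28.5% on III, 28.0% on IV, 25.2% on V and 23.3% on X. The interval of X (22.5 to 24.4%) overlaps that of V (24.2 to 26.6%). The 95% intervals of chromosomes I to IV overlap, the widest running from 24.5 to 30.2% on I. From 101 to 200 nt the share was 9.36% on I, 8.00% on II, 9.84% on III, 7.92% on IV and 7.02% on V. Chromosome X had 5.81% there (95% interval 5.67 to 6.00%), below the intervals of all the autosomes, of which V came nearest (6.52 to 7.89%). Without its first 1 Mb, chromosome X had 5.79%. With each position counted once the share from 101 to 200 nt was 4.43% on X and from 5.15 to 7.07% on the autosomes.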

We also performed the autocorrelation analysis separately for endo-cleavage ends that occur within introns or exons. Both exonic and intronic ends exhibit similar high degrees of rotational positioning [Additional file 1: Figure S4]. These observations implicate an underlying periodic structure as a consistent and extensive feature of activated oocyte chromatin.

When the auto-correlation analysis was performed for the MNase-generated DNA fragments from the longer *fer-1(b232)* oocyte chromatin, the coincidence numbers oscillate with additional periodicity that corresponds to an approximately 178-nt nucleosome-like repeat length (that is*,* nucleosome core DNA + spacer) (Figure 3d and 3e), consistent with at least a fraction of DNA in the oocyte preparations being packaged in regularly spaced, positionally constrained nucleosomes. 

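For the MNase-generated core DNA, a periodogram of the coincidence numbers from 1 to 1500 nt, searched between 120 and 220 nt, had its maximum at 182.5 nt (95% interval 181.5 to 183 nt). The largest moves were to 184 nt without the taper and to 181 nt with distances from 1 to 500 nt, both chosen after the value was seen. The 40 to 90 nt endo-cleaved library had its maximum at 187 nt (185.5 to 188 nt) and a lesser one at 148 nt. Distances from 201 to 1500 nt gave 183.5 nt for this library, and those from 1 to 500 nt moved it most, to 220 nt, the edge of the range searched. In the 20 to 80 nt paired-end library the order was turned around, with the maximum at 150 nt and a lesser one at 191 nt, but without the taper its maximum was at 189 nt.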

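In the MNase library the periodic share was 3.85% from 1 to 100 nt (95% interval 3.25 to 5.07%). Fits at periods near 7 and 14 nt gave 2.90% in the same window. With distances from 21 to 120 nt, chosen after that was seen, the share was 1.29% (1.15 to 1.47%) at a period of 10.08 nt, against 0.460% at the other periods. The 40 to 90 nt endo-cleaved library had 21.0% over the same distances. From 101 to 200 nt the MNase share was 1.02% (0.920 to 1.21%), against 0.677% at the other periods. From 201 to 300 nt it was 0.115%, not above the other periods at 0.162%. With each position counted once it was 0.128% there, against 0.0566%, and without high-coverage windows 0.170%, against 0.0769%. Over 1 to 1500 nt the periodogram of the MNase library had its maximum at 9.75 nt, with a wide 95% interval of 9.24 to 11.56 nt. From 1 to 500 nt it was at 10.13 nt (10.04 to 10.90 nt). Without the taper, a choice made after seeing the data, the maximum was at 10.11 nt (10.02 to 10.13 nt), and another at 9.93 nt had 79.95% of its power.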

The prominent approximately 10-nt phasing signal observed for the endocleaved oocyte DNA fragments is absent in the MNase-generated nucleosome core DNA fragments.

When the auto-correlation analysis was performed for the endo-cleavage DNA fragments from wild type embryos, the degree of non-random rotational positioning is approximately 5-fold lower than that observed for *fer-1(b232)* oocyte endo-cleaved DNA fragments in the size range of 1 to 100 nt (and approximately 7-fold in the size range of 101 to 200 nt) (Figure 3c); the stronger amplitude and persistence of autocorrelation deriving from *fer-1(b232)* oocytes argues for differentiating features of oocyte chromatin that produce greater long-range periodicity and greater cell-to-cell rotational consistency than was observed in the somatic embryo tissue.

In summary, the prominent approximately 10-nt periodic signals in the oocyte auto-correlation analyses indicate that a particular face of the activated oocyte DNA in a large fraction of the genome is preferentially cleaved by the endogenous DNase activity. For this portion of the genome, we can infer that the activated oocyte DNA has been operationally constrained in its rotational positioning relative to an underlying protective surface.

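The first step of this reasoning is that cuts by the oocytes' own nuclease recur at helical intervals in many cells, which the coincidence numbers of the 40 to 90 nt library measure in aggregate. These numbers sum over all tags, and a site is not followed in single cells. From the periodic signal the paper infers that 1 face of the DNA is preferentially cut over a large part of the genome, and from that a constraint on rotational positioning against a protective surface. Of the 103 blocks of 1 Mb or less with tags, 102 had a periodic share from 201 to 300 nt above that of fits at the other periods.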

### Packaging of activated oocyte DNA at the 5′ ends of H3K4me3-anchored genes exhibits unusual phasing characteristics

Genome-wide nucleosome mapping studies from a number of model organisms have shown nucleosome positioning that appears to be variable for a substantial fraction of the genome [18,28]. A small fraction of nucleosomes, on the other hand, are constrained to occupy specific positions. These so called positioned nucleosomes are often found near transcription start sites of active genes [20,29-32]. The first nucleosome downstream of the transcription start site (conventionally referred to as the plus-one nucleosome) often exhibits the highest degree of positional constraint. In addition, the plus-one nucleosome tends to include a distinct set of histone variants (for example*,* H3.3) [33] and post-translationally modified histones (for example*,* H3K4me2/3) [34].

Previously, we assigned the plus-one nucleosomes for 3903 *C. elegans* genes by mapping nucleosomes that are enriched for H3K4me2/3 [20]. House-keeping genes in *C. elegans* are highly over-represented in this set of H3K4me2/3-anchored genes. To evaluate the expression status of these genes in oocytes, we used serial analysis of gene expression (SAGE) data from purified oocytes [35]. Out of the 3903 H3K4me2/3-anchored genes, at least 1,593 (40%) appear to be expressed in oocytes, as evidenced by the presence of ≥2 oocyte SAGE tags (we note that the presence of SAGE reads in oocytes does not imply oocyte-restricted expression; indeed, expression of many of these genes might be expected to be broadly expressed 'housekeeping’ genes). To characterize chromatin in active genomic regions, we examined activated oocyte DNA fragments at the 5′ ends of the 1,593 H3K4me2/3-anchored genes. In Figure 4, we plot the average frequency of the activated oocyte DNA fragment ends as a function of distance from the dyad position of the plus-one nucleosome (see Figure 4c for the scheme). Ends that match the sense strand of genes are plotted separately from ends matching the anti-sense strand. This analysis reveals two overlaying patterns: (1) a long-range oscillation that corresponds to regularly spaced nucleosomes with approximately 160-bp repeat length, and (2) a local oscillation with approximately 10-nt periodicity (Figure 4).

**Figure 4:**
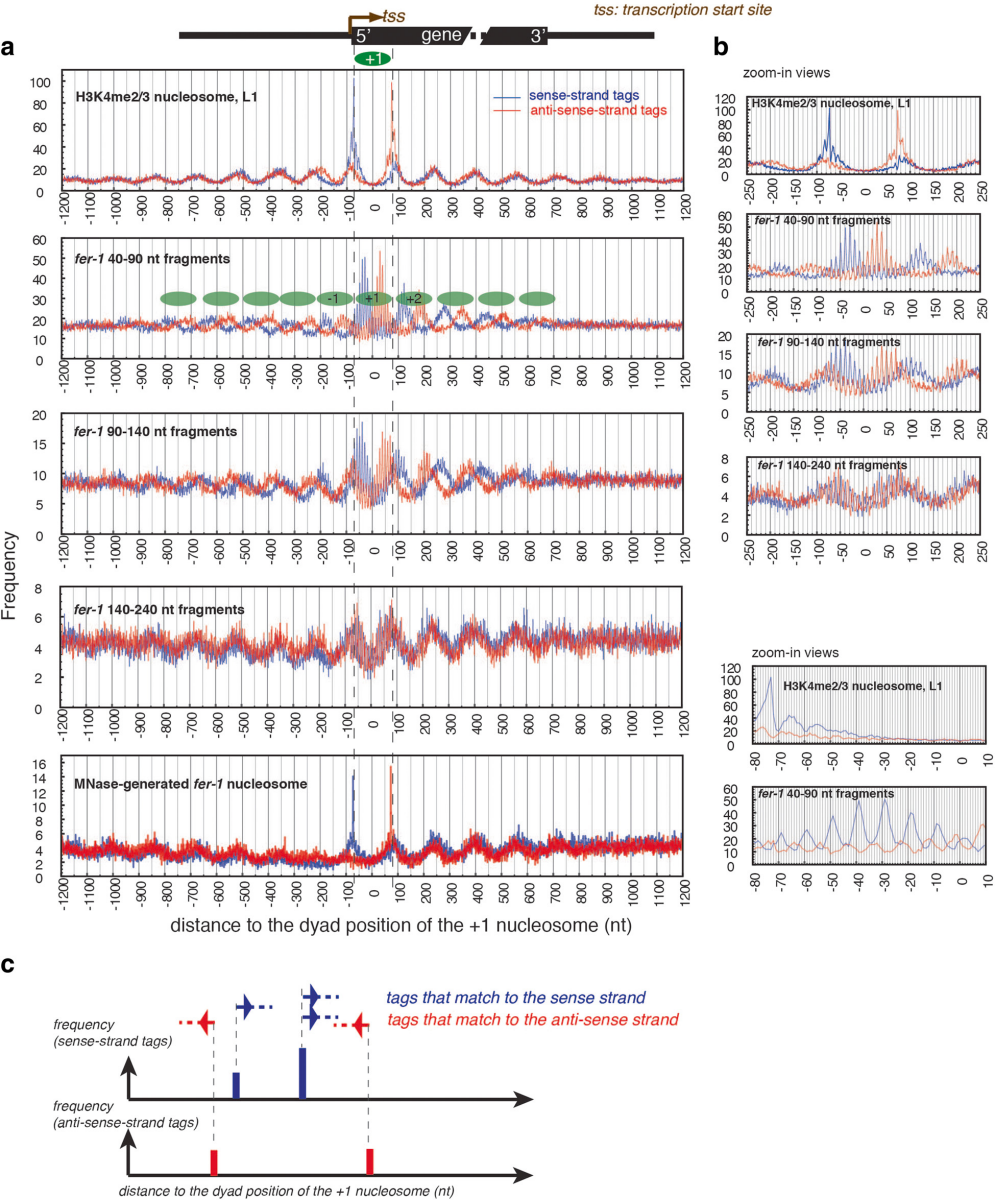
**Endo-cleavage profiles at the 5′ ends of genes for the activated oocyte chromatin. (a)** The number of tags was plotted as a function of distance to the dyad of the 'plus-one’ nucleosome, defined by peak H3K4me2/3 nucleosomes near transcription start sites for the 3903 'H3K4me2/3-anchored’ genes [20]. Tags that mapped to sense-strand and anti-sense-strand were plotted separately. A set of nucleosome cores are indicated by ovals (scaled to indicate a size of 147 nt). To contrast short and longer-scale periodicities, several expanded views are plotted in panel **(b)**. **(c)** A schematic diagram showing the analysis.

Two additional features of the endo-cleavage in activated oocyte chromatin were revealed upon detailed examination of the plots in Figure 4.

1. The ends of the activated oocyte DNA fragments tend to be within regions that are packaged into nucleosome cores in mixed-tissue preparations. For example, at the plus-one nucleosome position (marked by peak frequencies of MNase-generated nucleosome core DNA ends at -73 and 73 nt for the sense- and anti-sense-strand tags, respectively, Figure 4), the sense-strand tags of the activated oocyte DNA of 40 to 90 nt size range have the highest frequencies in the first half (highest frequencies occur at positions -39 and -29 nt). The profile of anti-sense-strand tags is a near mirror image of the sense-strand tags with the reference to the dyad position of the plus one nucleosome.

2. The plus-one nucleosome in activated oocytes exhibits the highest degree of constraint on the apparent rotational positioning, indicated by the most dramatic approximately 10-nt periodic oscillation of the activated oocyte DNA ends at this region. DNA in what would be the plus-two nucleosome has a strong tendency to be constrained in the same rotational positioning as the plus-one nucleosome. Remarkably, the approximately 10-nt phasing character is maintained through the dyad positions of these two nucleosome positions and even the linker region. The constrained rotational positioning shared by plus-one and plus-two nucleosome regions diminishes outside of these nucleosome regions (compared to the plus-two nucleosome, the minus-one nucleosome shows a weaker but still significant tendency to be constrained in the same rotational positioning as the plus-one nucleosome). We note the possibility that the underlying structure in these regions may be non-nucleosomal in some or all oocytes (or may be a very unusual nucleosome-like structure): whether the surface of interaction being revealed by these cleavages is indeed a pair of nucleosomes remains to be determined.

### Periodic A(n)/T(n) clusters (PATCs) characteristic of germline-expression in *C. elegans* are positioned on the inaccessible surface of activated oocyte DNA

DNA with short A(n)/T(n) sequences that are distributed along one face of the DNA double helix exhibits unusual curvature and a tendency for the A(n)/T(n) sequence to face inward towards the nucleosome, at least *in vitro*[36-40]*.* A significant fraction of the *C. elegans* genome has a strong approximately 10-nt periodic A(n)/T(n) signal [41-43], with high PATC frequency associated with oocyte-expressed genes [41]. Although this DNA can exhibit DNA bending *in vitro*[44] (and can be packaged into nucleosomes [18,20,28]) the structural consequences of this sequence characteristic for the organization of chromatin are presently unknown.

To test if the 10-nt periodic A(n)/T(n) signal is associated with the rotational positioning in activated oocytes, each position in the PATC regions was assigned an integer phase (0 to 9] based on the DNA sequence alone, indicating a position relative to the A(n)/T(n) face (a schematic example is shown in Figure 5a). The accessibility for each of the ten bins was measured, summing the respective cleavage incidences. To avoid any confounding effect caused by intrinsic DNA sequence bias of the endogenous cleavage activity, the cleavage events at different PATC positions (0 to 9) were evaluated for each of the 256 classes based on the bases flanking potential cleavage sites (N_-2_N_-1_|N_1_N_2_). Regardless of the sequence composition at the cleavage site, we observed a consistent bias for the A(n)/T(n)-rich face to be protected from cleavage in the activated oocyte DNA (Figure 5b). Conversely, the face of the DNA helix that is, opposite to the A(n)/T(n) sites consistently shows the highest accessibility (face 6 Figure 5b). This pattern is not observed for MNase digested nucleosome core DNA (Figure 5c).

**Figure 5:**
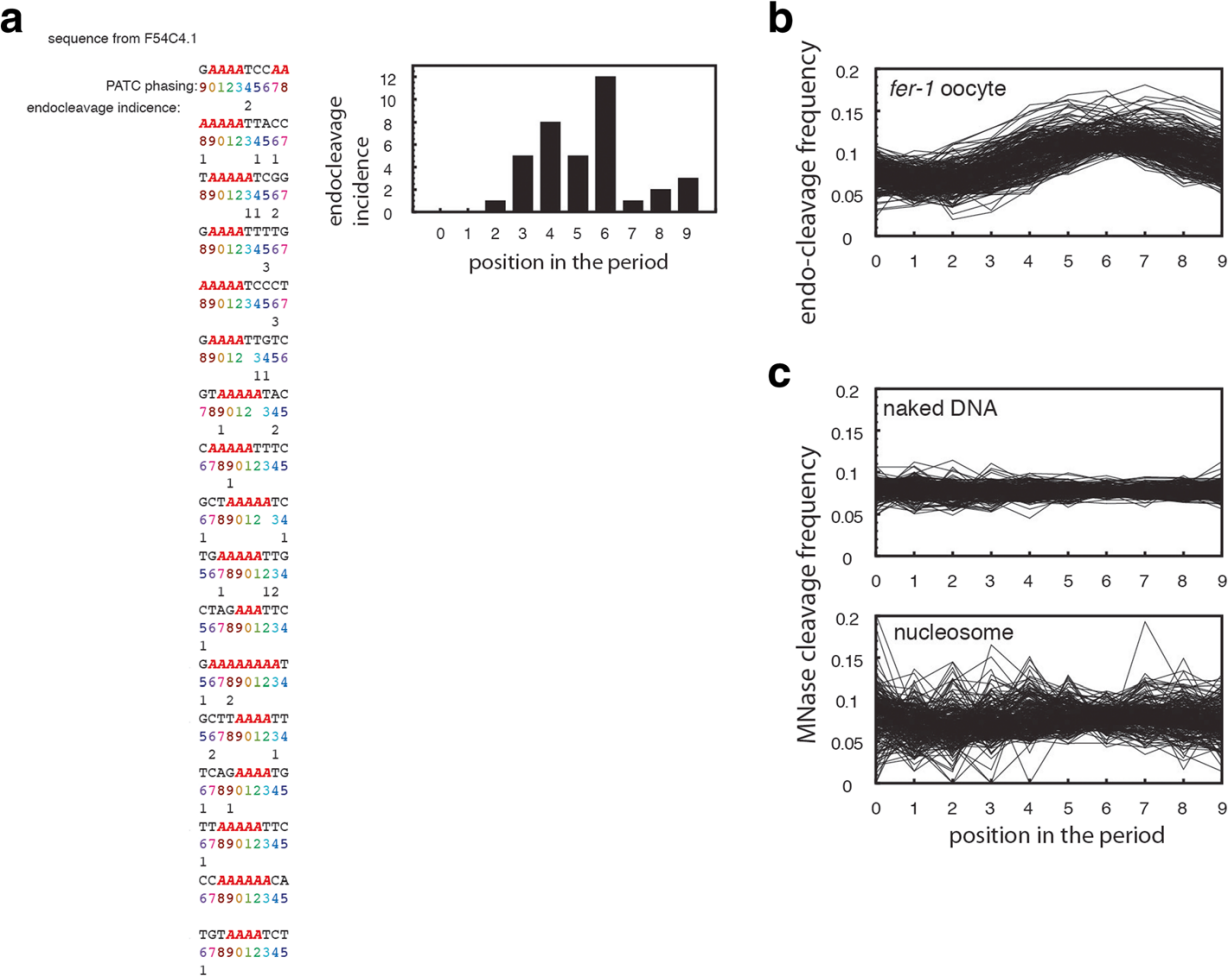
**Rotational positioning of the activated oocyte chromatin in regions that are enriched for the periodic A(n)/T(n) clusters (PATC). (a)** An example of examining the endo-cleavage events for different rotational phasing of the DNA double helix. A DNA segment of strong PATC character was selected from the intronic sequence of gene F54C4.1. Integer numbers from 0 to 9 below each line of sequences are used to indicate the PATC phasing number (that is*,* the positions relative to the A(n)/T(n) face, which is designated as 0). In a second line, the numbers of endo-cleavage events are indicated. The accessibility for each of the ten phase bins is measured by summing the endo-cleavage events occurring at the same face. The bar graph plots the endo-cleavage frequency as a function of the PATC phasing number. **(b)** For genome-wide analyses, the total endo-cleavage sites for each of the ten phase bins were separated into 256 classes according to the cleavage site sequence (NN|NN). The comparison of DNA accessibility among the ten phase bins was then performed by using cleavage sites of the same sequence, generating a total of 256 comparisons. For each of the 256 tetramer sequences, cleavage frequency (normalized by the frequency of the corresponding tetramer at the cleavage sites) is plotted as a function of the PATC phasing number for activated *fer-1(b232)* oocytes. **(c)** Same analysis performed on MNase-digested naked DNA and nucleosome cores.

## Discussions and conclusions

The patterns of DNA fragmentation in activated *C. elegans* oocytes provide evidence for a large-scale chromatin organization in which long segments of DNA (>500 bp) are consistently organized on a surface that constrains accessibility of one helical face. That these organized segments are larger than individual nucleosomes argues either (i) for a stereotyped multi-nucleosome structure that might allow an uninterrupted approximately 10-bp periodicity, (ii) for a larger 'mega’ nucleosome-like structure that might accommodate several hundred base pairs of DNA, or (iii) for a large non-nucleosomal surface that might organize DNA. We consider each of the three models to be potentially valid hypotheses for further study.

A number of previous structural discussions (see for example, [24,45,46] for relevant discussion) have dealt with questions related to the potential persistence of an approximately 10-bp periodicity in sequence accessibility over multiple adjacent conventional nucleosomes. While nucleosomes separated by a variable spacer length would be expected to lose helically periodic accessibility at separations significantly beyond a single unit nucleosome length, certain fixed or constrained linker lengths would allow retention of a periodic pattern. Such arrangements might have the effect (with potential advantage to the organism) of allowing a single underlying periodicity in some regions of the genome to constrain incremental sliding of nucleosomes in response to lateral forces, while potentially increasing nucleosome dissociation in response to such forces.

While conventional single-octamer nucleosome-based structures are certainly prevalent in virtually every system analyzed, there have been additional observations (see [23] for review) suggesting flexibility in the underlying structure that might be expected under specific constraints to also allow larger histone-based complexes ('Mega-nucleosomes’?) as scaffolds for larger segments of DNA. While certainly requiring confirmation and further analysis, such larger structures are consistent with early studies on at least one system with actively replicating DNA [47].

Beyond the category of nucleosome-like protein: DNA structures, additional non-nucleosomal surfaces within the nucleus (and the semi-consistent association of these surfaces with the DNA) could account for a periodicity as we have observed; candidate surfaces might include nuclear lamina and envelope structures, meiotic condensation cores, and (potentially) yet-to-be-discovered protein-DNA interfaces.

Whatever their structural basis, the biochemical patterns revealed by our analysis match features associated with promoter organization and periodic nucleotide sequence composition in germline-expressed *C. elegans*[41] genes, suggesting (despite the endoreduplicated character of oocytes isolated in bulk from *C. elegans*) that the chromosome organization described here would have been present and functionally relevant on a sufficient evolutionary timescale to influence the underlying sequence, either through selection at the organismal level or through mutational biases introduced by the anisotropic activity.

## Methods

### DNA extraction

*C. elegans* oocytes were purified from the *fer-1(b232)* mutant worms grown at the restrictive temperature of 25-26°C as described [35]. Oocytes were flash frozen upon harvest. Frozen oocytes were ground to a fine powder in liquid nitrogen. For direct lysis (that is, no micrococcal nuclease treatment), DNA was isolated by incubating the worm sample with 400 μl lysis buffer (100 mM Tris-Cl, pH 7.5, 0.1 M NaCl, 1% SDS, 50 mM EDTA, 0.2 mg/ml protease K) at 65°C for 1 hour, followed by extraction with an equal volume of phenol/chloroform (1:1), extraction with an equal volume of chloroform, and by precipitation with ethanol (1 ml). Approximately 5 to 20 μg of DNA was obtained from this procedure. In cases where micrococcal nuclease (MNase) treatment was applied, liquid-nitrogen-ground oocytes (or similar samples from other stages) were directly resuspended in buffer A (15 mM Hepes-Na, pH 7.5, 60 mM KCl, 15 mM NaCl, 0.15 mM beta-mercaptoethanol, 0.15 mM spermine, 0.15 mM spermidine, 0.34 M sucrose) containing 0.5 mM PMSF, 1/100 dilution of HALT protease and phosphatase inhibitor cocktail (Thermo Scientific), 1 mM DTT, and 2 mM CaCl_2_. For micrococcal nuclease (MNase) digestion, 0.1 ml oocyte crude lysate was first pre-warmed to 37°C for one minute, then treated with 0.002, 0.02, or 0.1 U/l MNase (Roche). The reaction mix was incubated at 37°C for two minutes and digestion was then stopped by adding EGTA to a final concentration of 20 mM. DNA was isolated by incubating the worm sample with 400 μl lysis buffer (100 mM Tris-Cl, pH 7.5, 0.1 M NaCl, 1% SDS, 50 mM EDTA, 0.2 mg/ml protease K) at 65°C for 1 hour, followed by organic extraction and DNA precipitation as above.

### DNA library preparation

DNA was treated with 0.5 U/μl T4 polynucleotide kinase (NEB) in 1x T4 DNA ligase buffer (NEB, containing 1 mM ATP) at 37°C for 1 hour to phosphorylate 5′ ends and dephosphorylate 3′ ends. Ends were then blunted in a reaction containing 0.75 U/μl of T4 DNA polymerase (NEB), dNTP (100 μM each, Roche), and 1x NEB buffer 1 at 12°C for 15 min. DNA was then ligated to previously annealed DNA oligonucleotides AF-SG-133 (5′ Pi-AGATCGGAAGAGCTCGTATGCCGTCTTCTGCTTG-OH 3′) and AF-SG-134 (5′ OH-CCCTACACGACGCTCTTCCGATCT-OH 3′) (NEB Quick Ligation Kit). DNA captured by linker oligonucleotides was resolved using 6% polyacrylamide (acrylamide:bis-acrylamide = 19:1) gels containing 8 M urea, followed by PCR amplification with primers AF-SG-135 (5′ OH-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-OH 3′) and AF-SG-137 (5′ OH-CAAGCAGAAGACGGCATACGAGCT-OH 3′). We carefully selected cycle numbers for which product levels have not saturated (that is, product levels were still able to increase substantially with additional cycles); this protocol ensures that the majority of amplified segments are still annealed to a true complement, avoiding reannealing distortion in the resulting sequence libraries [48]. After separating PCR products on 2% agarose gels, DNA bands of the expected size were extracted (Qiagen Gel Extraction Kit (Invitrogen); omitting the 50°C heating step), followed by massively parallel DNA sequencing using Illumina HiSeq 2000 sequencing system.

### Accession numbers

All sequencing data used in this study have been deposited in GEO ( GSE46499).

### Characterization of the ends of fragmented DNA from activated oocytes

We radioactively labeled 5′-ends of *fer-1(b232)* oocyte DNA by using T4 polynucleotide kinase and ATP gamma [32] P, followed by treatment with T4 DNA polymerase and dNTPs to produce blunt ends. End-labeling and T4 DNA polymerase reactions were performed when DNA was double-stranded. T4 DNA polymerase converts 5′ or 3′ single-stranded overhangs to blunt ends by either DNA polymerase or 3′-5′ exonuclease activity, respectively. When the T4 DNA polymerase-treated oocyte DNA was resolved on a denaturing PAGE, we observed that the sizes of oocyte DNA fragments consistently decreased by 2 to 3 nt when compared with the untreated sample [Additional file 1: Figure S3], indicating a 2 to 3-nt single-stranded overhang in the 3′ ends of oocyte DNA fragments (*that is,* two nearby cleavage events on the opposite strands are staggered by 2 to 3 nt).

SAGE data were obtained from the Genome BC *C. elegans* Gene Expression Consortium http://elegans.bcgsc.bc.ca/.

## Abbreviations

PATCs: periodic A(n)/T(n) clusters; SAGE: serial analysis of gene expression.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Experiments were conceived in discussions among all authors. *fer-1* Oocytes were prepared by B. G. and J.D.M. Experiments and data analyses for Figure 1–5 were performed by S.G.G. and A.F. Overall discussion of the data and implications involved all authors, and the manuscript was written by S.G.G., J.D.M. and A.F. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** DNA extracted from MNase digested chromatin and naked DNA treated with. MNase digestion was resolved on a 3% agarose gel (**a**) or a denaturing 12% polyacrylamide gel (8 M urea) (**b**).**Figure S2.** Size distributions of fragmented *fer-1(b232)* oocyte DNA determined by paired-end Illumina sequencing for each of the four libraries prepared from fragmented DNA in different size ranges (20–80, 40–130, 80–230, and 130–430 bp). **Figure S3.** Characterization of the ends of fragmented *fer-1(b232)* oocyte DNA. Denaturing PAGE analysis of fragmented *fer-1(b232)* oocyte DNA treated with T4 DNA polymerase and a full set of dNTP. **Figure S4.** A positional correlation analysis of endo-cleaved DNA fragments from *fer-1(b232) C. elegans* oocyte for each chromosome (**A**) A positional correlation analysis of endo-cleaved DNA fragments from *fer-1(b232) C. elegans* oocyte (**B**) and wild type (N2) embryo (**C**) chromatin using endo-cleavage ends that fall in intronic or exonic sequence. **Figure S5.** (**A**) Coverage by endo-cleaved DNA fragments (left panels) or MNasegenerated nucleosome DNA (right panels) from *fer-1(b232) C. elegans* oocytes was plotted as a function of position for each of the *C. elegans* six chromosomes. (**B**) A density scatter plot comparing the coverage of endo-cleaved DNA fragments and coverage of MNase-generated nucleosome DNA from *fer-1(b232) C. elegans* oocyte for each one-kb window throughout the genome. The density of dots are indicated by color. (**C**) Aggregate coverages of endo-cleaved DNA fragments or MNase-generated nucleosome DNA from *fer-1(b232) C. elegans* oocyte were plotted as a function of positions at the 5′ end and 3′ ends of annotated *C. elegans* genes. Genes are grouped as high, median, and low based on the levels of oocyte expression. Click here for file

# Supplementary material for: Unusual DNA packaging characteristics in endoreduplicated Caenorhabditis elegans oocytes defined by in vivo accessibility to an endogenous nuclease activity
**Source:** Epigenetics Chromatin. 2013 Nov 1;6:37. doi: 10.1186/1756-8935-6-37

## Supplemental figures

**Figure S1:** DNA extracted from MNase digested chromatin and naked DNA treated with MNase digestion was resolved on a 3% agarose gel (**a**) or a denaturing 12% polyacrylamide gel (8M urea) (**b**).

**Figure S2:** Size distributions of fragmented *fer-1(b232)* oocyte DNA determined by paired-end Illumina sequencing for each of the four libraries prepared from fragmented DNA in different size ranges (20-80, 40-130, 80-230, and 130-430 bp).

**Figure S3:** Characterization of the ends of fragmented *fer-1(b232)* oocyte DNA. Denaturing PAGE analysis of fragmented *fer-1(b232)* oocyte DNA treated with T4 DNA polymerase and a full set of dNTP.

**Figure S4:** A positional correlation analysis of endo-cleaved DNA fragments from *fer-1(b232)* *C. elegans* oocyte for each chromosome (A). A positional correlation analysis of endo-cleaved DNA fragments from *fer-1(b232)* *C. elegans* oocyte (B) and wild type (N2) embryo (C) chromatin using endo-cleavage ends that fall in intronic or exonic sequence.

**Figure S5:** (A) Coverage by endo-cleaved DNA fragments (left panels) or MNase-generated nucleosome DNA (right panels) from *fer-1(b232)* *C. elegans* oocytes was plotted as a function of position for each of the *C. elegans* six chromosomes. (B) A density scatter plot comparing the coverage of endo-cleaved DNA fragments and

coverage of MNase-generated nucleosome DNA from *fer-1(b232)* *C. elegans* oocyte for each one-kb window throughout the genome. 

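Over 100258 windows of 1 kb, the number of 5′ ends of the 40 to 90 nt endo-cleaved library had a Spearman's rho of 0.146 with that of the MNase library (95% interval 0.0857 to 0.196). The correlation is across windows of 1 library each, and neighboring windows are not independent. Without windows under 0.2 or over 5 times the median of either library, rho was 0.0174 over 95268 windows. In windows of 10 kb it was -0.0007, with the opposite sign. The median window held 302 ends of the 40 to 90 nt library and 75 ends of the MNase library. With the 40 to 90 nt library thinned to the depth of the MNase library, a choice made after seeing the data, rho was 0.146.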

The density of dots are indicated by color.

(C) Aggregate coverages of endo-cleaved DNA fragments or MNase-generated nucleosome DNA from *fer-1(b232)* *C. elegans* oocyte were plotted as a function of positions at the 5' end and 3' ends of annotated *C. elegans* genes. Genes are grouped as high, median, and low based on the levels of oocyte expression.

Figure S1  
**a**

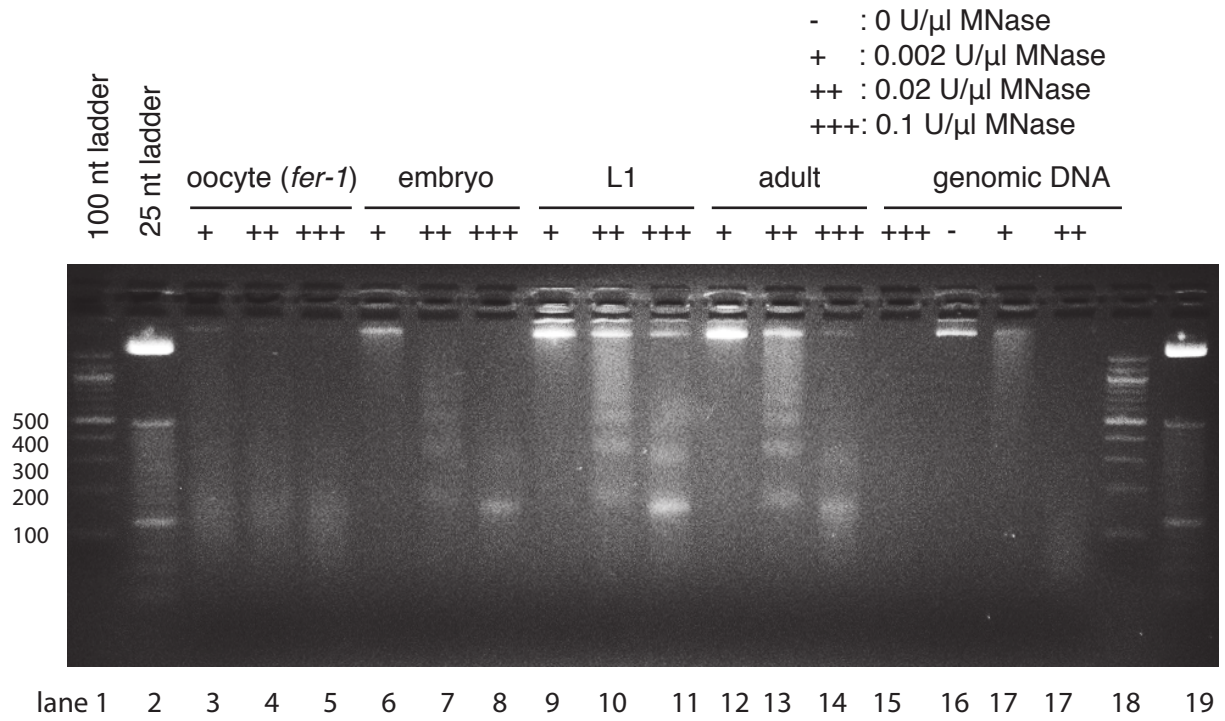

**b**

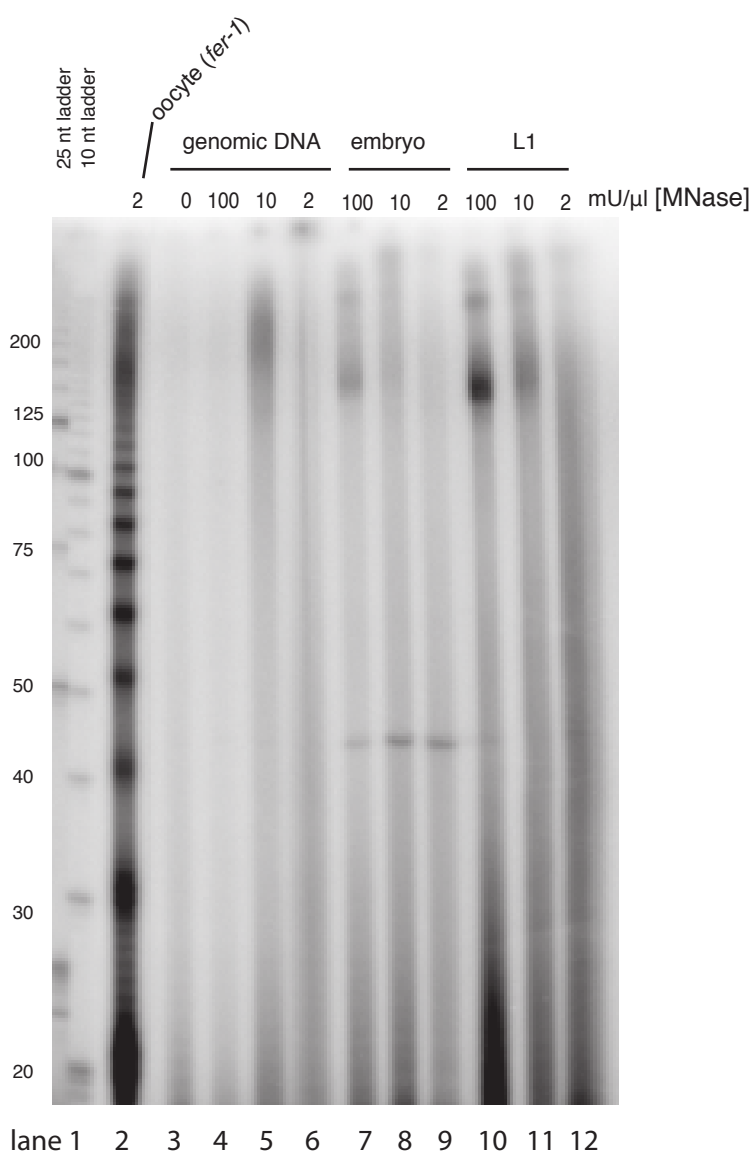

Figure S2

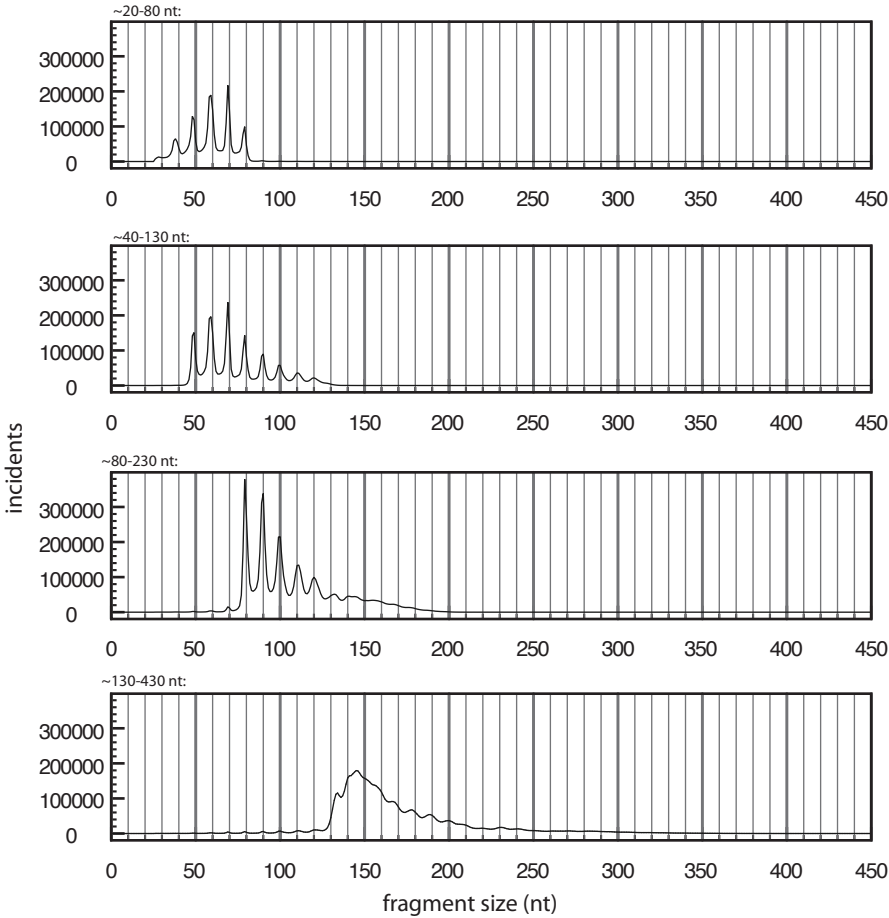

Figure S3

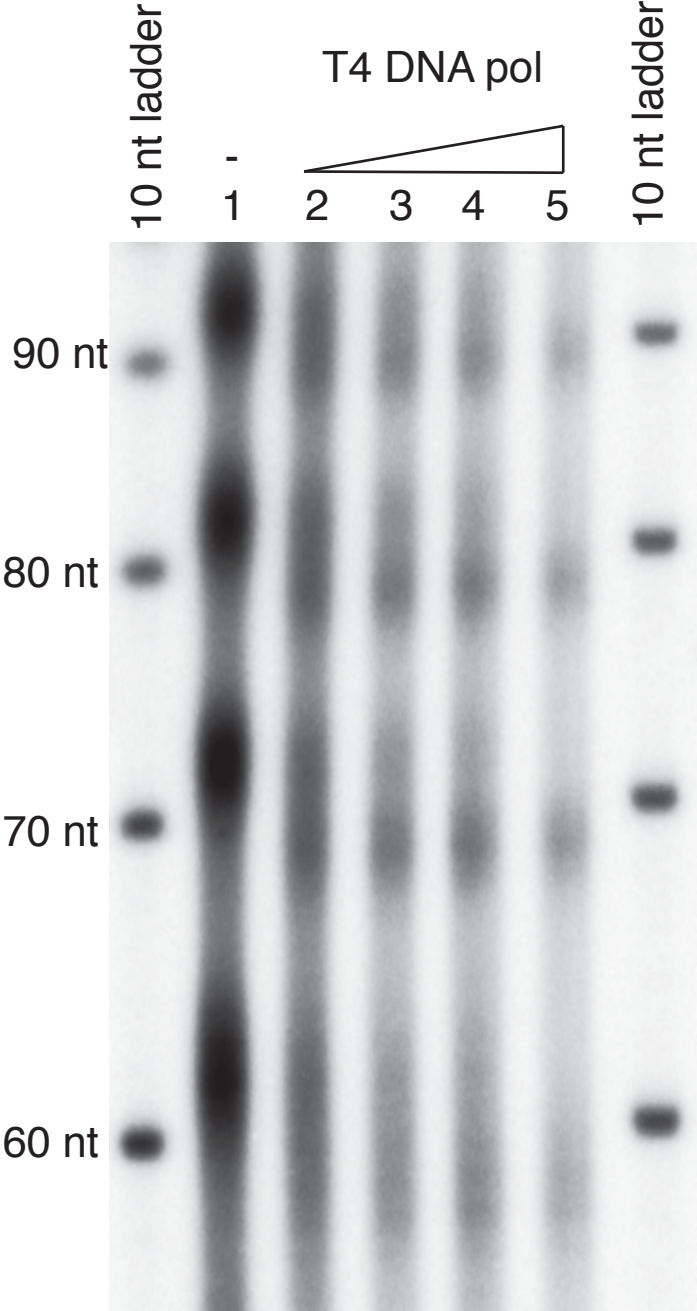

Figure S4

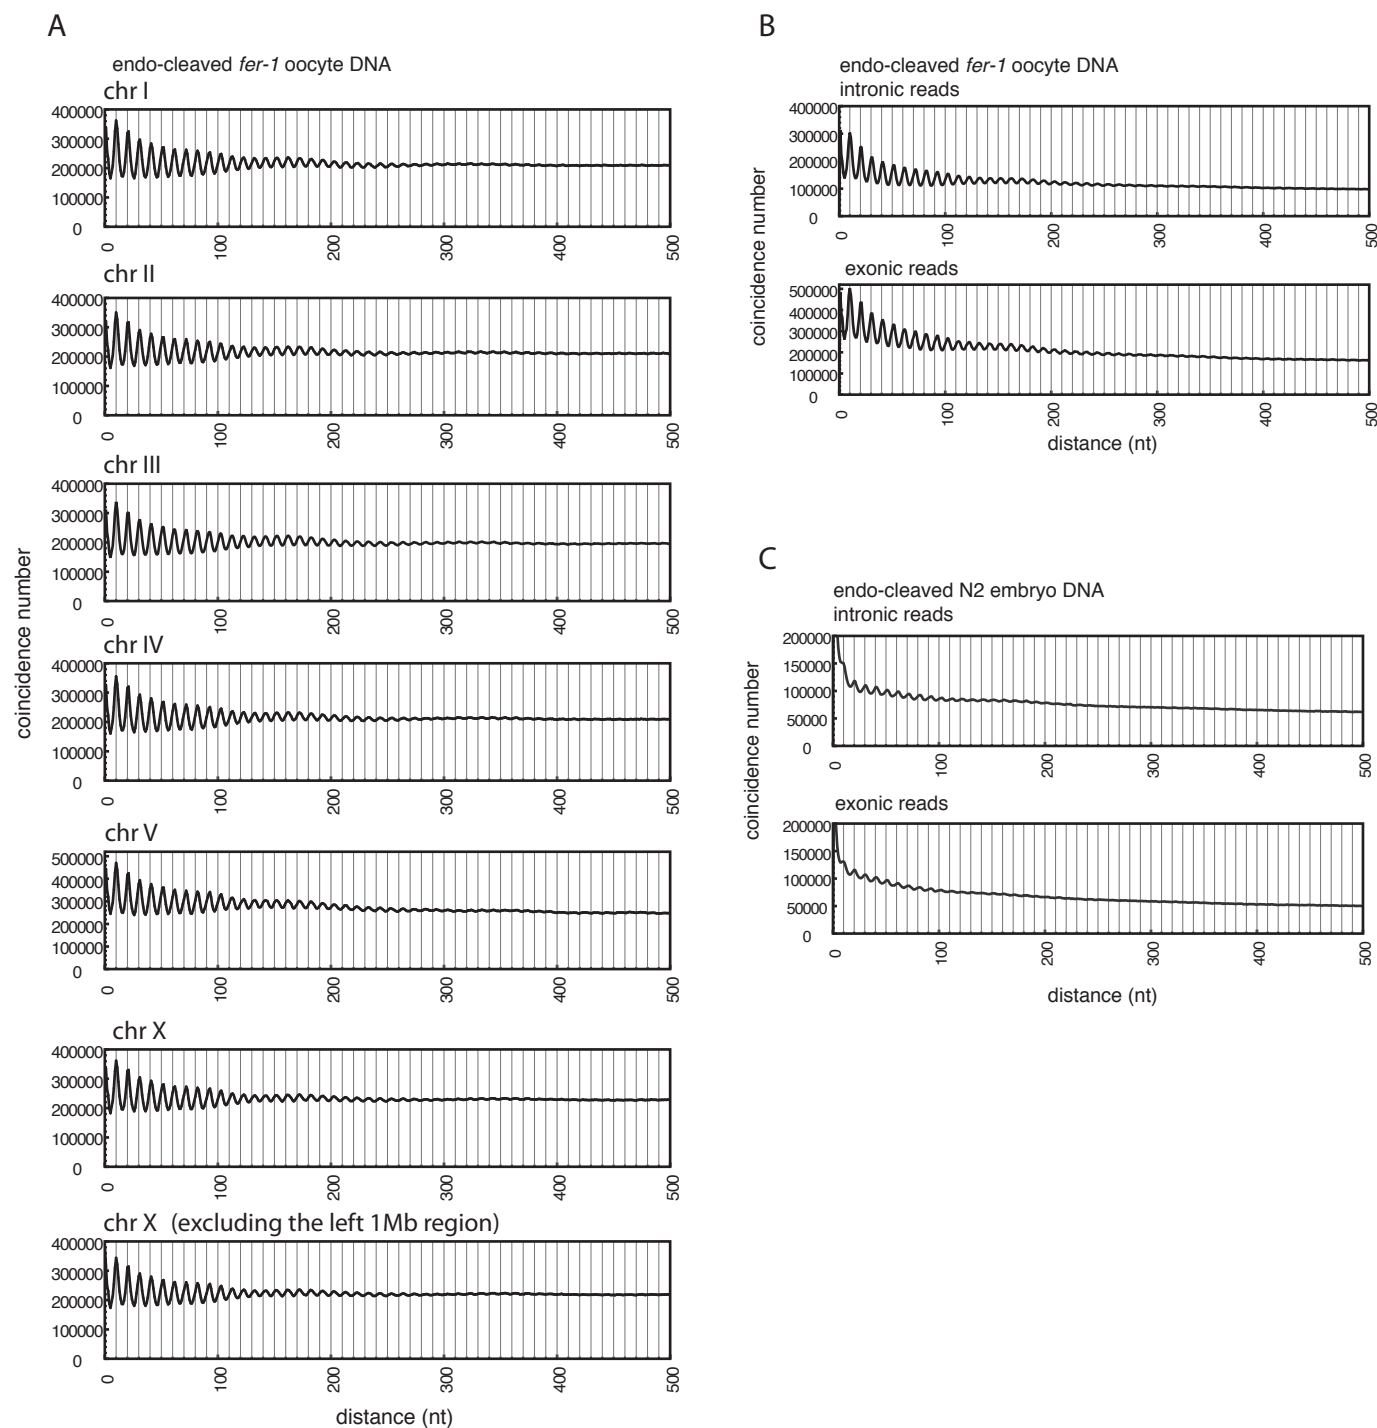

**A**

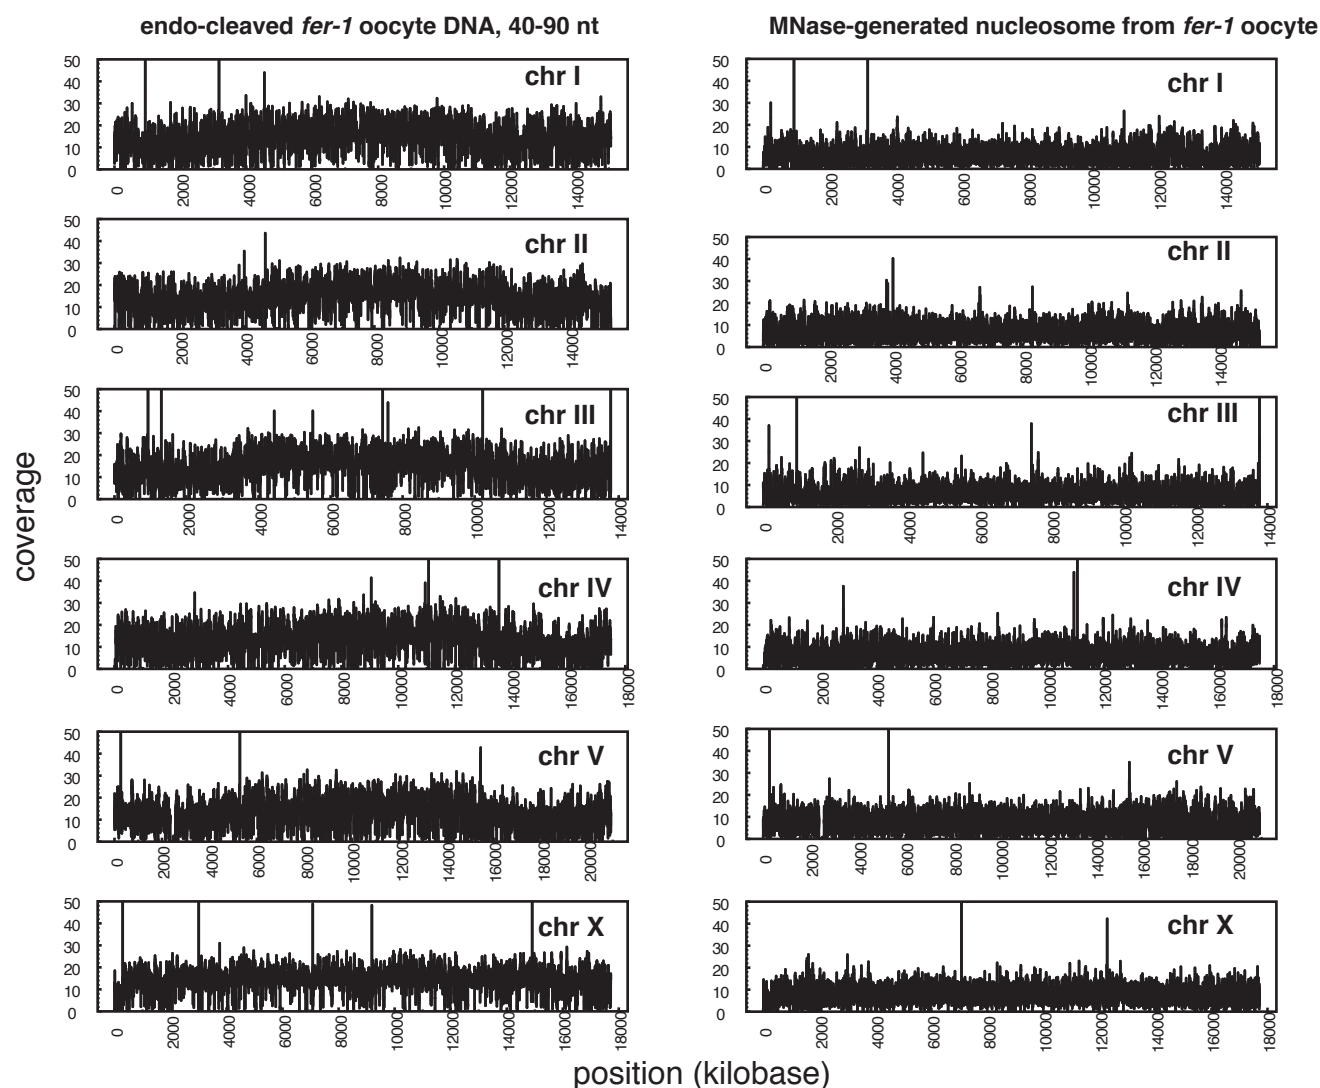

**B**

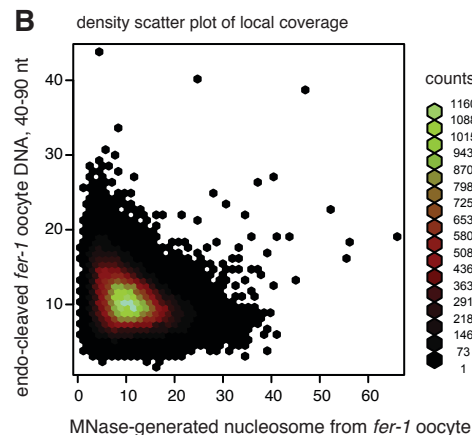

**C**

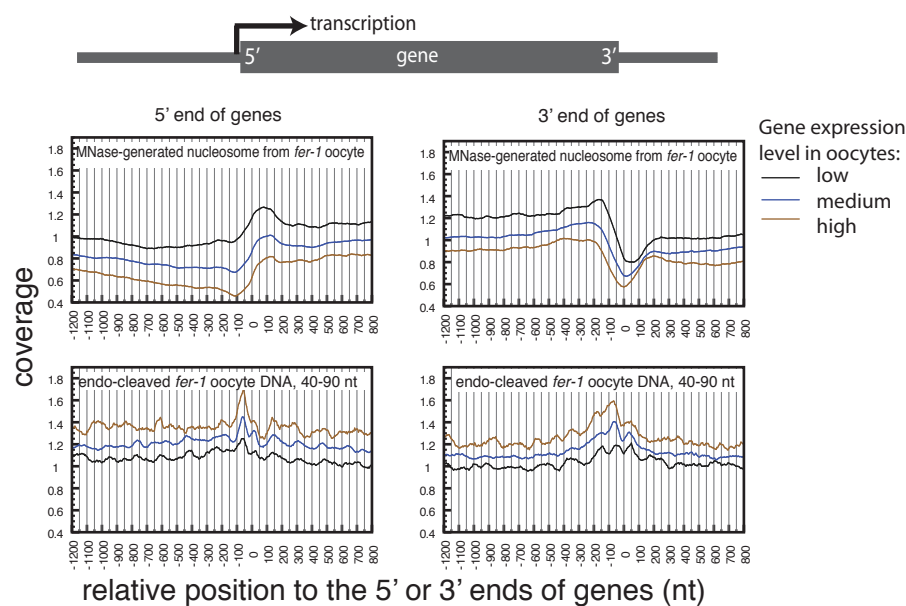

**Supplement:** Additional file 1 — Figure S1. DNA extracted from MNase digested chromatin and naked DNA treated with. MNase digestion was resolved on a 3% agarose gel (a) or a denaturing 12% polyacrylamide gel (8 M urea) (b).Figure S2. Size distributions of fragmented fer-1(b232) oocyte DNA determined by paired-end Illumina sequencing for each of the four libraries prepared from fragmented DNA in different size ranges (20–80, 40–130, 80–230, and 130–430 bp). Figure S3. Characterization of the ends of fragmented fer-1(b232) oocyte DNA. Denaturing PAGE analysis of fragmented fer-1(b232) oocyte DNA treated with T4 DNA polymerase and a full set of dNTP. Figure S4. A positional correlation analysis of endo-cleaved DNA fragments from fer-1(b232) C. elegans oocyte for each chromosome (A) A positional correlation analysis of endo-cleaved DNA fragments from fer-1(b232) C. elegans oocyte (B) and wild type (N2) embryo (C) chromatin using endo-cleavage ends that fall in intronic or exonic sequence. Figure S5. (A) Coverage by endo-cleaved DNA fragments (left panels) or MNasegenerated nucleosome DNA (right panels) from fer-1(b232) C. elegans oocytes was plotted as a function of position for each of the C. elegans six chromosomes. (B) A density scatter plot comparing the coverage of endo-cleaved DNA fragments and coverage of MNase-generated nucleosome DNA from fer-1(b232) C. elegans oocyte for each one-kb window throughout the genome. The density of dots are indicated by color. (C) Aggregate coverages of endo-cleaved DNA fragments or MNase-generated nucleosome DNA from fer-1(b232) C. elegans oocyte were plotted as a function of positions at the 5′ end and 3′ ends of annotated C. elegans genes. Genes are grouped as high, median, and low based on the levels of oocyte expression.

How the deposited data were processed for this re-analysis (not part of the article)

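The data are 8 sequencing libraries from fer-1(b232) oocytes, 1 per condition: 7 of DNA cut by the oocytes' own nuclease and 1 of nucleosome core DNA made with MNase. The authors size-selected and blunted the fragments, ligated linkers, amplified the product and mapped the reads. For the paired-end libraries the paper asks for a perfect match of both reads at a unique position. The rule for single-end reads, the aligner, the genome build and any removal of PCR copies are not named in the paper's text. The deposited lists hold, for each position and strand or each fragment, a whole-number count of tags, and they are not normalized. The authors' single-end lists also carry a score, a display shade set by the count, which was not used. Column 4 of the single-end lists was checked to hold whole numbers of at least 1.

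Each tag was placed at the 5′ end of its 25 mapped nt, and each paired-end fragment gave a 5′ end on both strands. Coincidence numbers were computed for same-strand pairs up to 1500 nt apart, each pair of positions weighted by the product of its counts, and for opposite-strand pairs up to a gap of 300 nt. In windows of 100 nt the periodic share is the amplitude of the best sinusoid between 9.8 and 10.7 nt over a quadratic baseline, divided by the mean. The same fit at 7.0 to 7.6 and 13.0 to 14.5 nt served as a comparison, and 200 Poisson draws from the baseline gave a noise floor. Periodograms used a polynomial baseline of degree 3 in log distance and a Hann taper. Size histograms were divided by a Gaussian smooth with a standard deviation of 6 nt, and periods between 9.5 and 11.5 nt were fitted. Coverage was counted in windows of 1 kb and compared by Spearman's rho.

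Depth ran from 6097218 fragments in the 20 to 80 nt paired-end library and 7892011 tags in the MNase library to 32660817 tags in the 140 to 240 nt library. The noise floor of the share from 201 to 300 nt was 0.0167% in the 40 to 90 nt library and 0.0626% in the MNase library. Intervals of 95% come from 200 bootstrap draws over 1-Mb blocks. With 1 library per condition they leave out the spread between oocyte preparations, and no p-value between conditions was computed. On simulated tags with a period of 10.1 nt and an expected share of 26.61% the fit gave 26.68% and 10.1 nt. In simulated windows with an expected share of 0 the fit gave from 0.0204 to 0.103%. On simulated opposite-strand cuts with a gap of 3 nt it gave 3 nt. On a simulated size histogram with an amplitude of 20.0% at 10.2 nt it gave 19.98% and 10.2 nt.

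Alternatives listed before the data were examined counted each position or fragment once, left out windows over 5 times the median, thinned each library to 7892011 ends, used other distances or other definitions of the share, left out the first 1 Mb of chromosome X, and used windows of 10 kb. Others were chosen after seeing the data: a periodogram without taper, distances from 21 to 120 nt for the share and from 1 to 500 nt for the repeat, a count of fragments divided by 2, a fit of a 3-nt period, correlations at equal depth, a division of each autosome into 3 parts, pairs of tags from different libraries, and dyads chosen across the whole genome. Named regions were to be those holding the 10 highest windows of a library. Exon and intron classes, gene starts, A/T runs and the sequence of the gene shown in the paper were not analysed here, because no genome or annotation of the lists' own build was used. Embryo data were not analysed here. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.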

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

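In this part the tests with the fit at other periods and with pairs of tags from different libraries were added after the data were seen.

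The paper presents the autocorrelation of endo-cleaved DNA for the 40 to 90 nt single-end library. The other 6 endo-cleaved libraries also had a 10-nt periodic share from 201 to 300 nt above that of the MNase library, which was 0.115% (95% interval 0.0726 to 0.231%). The share was 2.75% in the 20 to 80 nt paired-end library, 2.64% at 40 to 130 nt, 2.02% at 80 to 230 nt and 1.63% at 130 to 430 nt. It was 1.23% in the 90 to 140 nt and 1.26% in the 140 to 240 nt single-end library. The lowest of the lower bounds was 1.13%, in the 90 to 140 nt library.

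Depth does not account for these values, since each library thinned to 7892011 ends kept between 1.20 and 2.76%. Repeated tags were tested in the 40 to 90 nt library, whose share of 2.48% fell to 1.87% with each position counted once, above 0.5 times its value. In the other 6 it was between 0.970 and 1.99% counted so. Without windows over 5 times the median the share of the 40 to 90 nt library was 2.54%, and the other 6 kept between 1.20 and 2.36%. Of 103 blocks of the 40 to 90 nt library, 102 had a share above the fit at other periods, so no small group of blocks carries the signal. Amplification within 1 library was tested with pairs of 1 tag from the 40 to 90 nt single-end library and 1 from the 40 to 130 nt paired-end library. Such pairs cannot be copies of 1 molecule within a library, and they had a share of 2.43% (2.28 to 2.59%). The tables argue against these technical explanations for the 40 to 90 nt library. The test by blocks was not run on the other 6. A shared rotational frame across the libraries is a hypothesis consistent with these values, found and tested on the same data. A preference of the nuclease or the linker ligation for certain sequences was not tested here, since it needs the genome sequence. In regions of periodic A(n)/T(n) clusters the paper compared cuts by helical face within classes of equal cleavage-site sequence. It reports that the A(n)/T(n)-rich face was protected whatever that sequence was. The paper's comparison does not cover the share between distant cuts, for which a sequence preference stays open. All 7 libraries come from the same kind of oocyte preparation, and no condition in the design separates biological explanations.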

How the results depend on the processing

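Among the settings in this part, the periodogram without taper, the distances from 21 to 120 nt and, for the repeat, those from 1 to 500 nt were chosen only after the result was seen.

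Of 132 recomputed values, 75 stayed within the interval of the reported value, or within 1.5 times for counts of alignments, 55 moved outside it and 2 changed sign. With 1 library per condition no test has a threshold. The most frequent fragment sizes (4 of 4), the 10-nt period of the autocorrelation (4 of 4) and the gap between opposite-strand cuts (7 of 7) stayed within their intervals. The cause of the moves was not tested, except where the construction of the alternative gives it.

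Counting each position once left 13040032 of the tags of the 140 to 240 nt library and lowered the periodic shares that follow. For the 40 to 90 nt library it gave 20.2, 5.73, 1.87, 0.646 and 0.278% in the 5 windows from 1 to 500 nt. By chromosome from 1 to 100 nt it gave 21.7% (I), 20.0% (II), 21.9% (III), 21.0% (IV), 19.4% (V) and 17.6% (X). From 101 to 200 nt it gave 6.68% (I), 5.76% (II), 7.07% (III), 5.71% (IV), 5.15% (V) and 4.43% (X). X stayed lowest. The MNase share became 2.59% from 1 to 100 nt and 0.780% from 101 to 200 nt.

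Defined as peak height above troughs over peak height, the share of the 40 to 90 nt library was 41.1, 15.1, 4.99, 1.91 and 0.881% in the same windows. Over the mean it was 52.7, 16.2, 5.11, 1.93 and 0.885%. Above the line joining the troughs it was 24.3% from 1 to 100 nt and within the interval elsewhere. The share fell with distance under every definition. Leaving out high windows or thinning kept each of its 5 values within the interval.

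Sizes above 100 nt alone gave a size period of 10.91 nt for the 40 to 130 nt and 11.12 nt for the 80 to 230 nt library. They gave no value for the 20 to 80 nt library. Distances from 201 to 1500 nt gave a repeat of 183.5 nt for the 40 to 90 nt library, and the periodogram without taper gave 184 nt for the MNase library. Distances from 1 to 500 nt gave 181 nt for the MNase library and 220 nt, the edge of the range searched, for the 40 to 90 nt library. Distances from 21 to 120 nt gave an MNase share of 1.29%. Whether the periodogram of the MNase library had a maximum near 10.1 nt depended on the taper and on the distances used.

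The coverage correlation of the 40 to 90 nt library with the MNase library was 0.0174 without extreme windows and -0.000703 in 10-kb windows. That of the 20 to 80 nt library became -0.0073 in 10-kb windows. Both are near 0, and no direction is drawn from them. Among the correlations of the 6 other libraries 1 stayed within its interval, and the rest moved down with no other change of sign.

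No paired analysis was possible because each condition has 1 library and no result comes from a test between groups. The alternatives for exons and introns, the plus-one profile and the A/T run phase were not run, since no genome or annotation of the lists' build was used. Depth limits the MNase library most, where a share under about 0.0626% from 201 to 300 nt is within Poisson noise.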

Differences from the paper's values

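In this part the tests with 1 strand alone, the scale divided by 2, the other libraries, distances from 21 to 120 nt and the fit at other periods were chosen only after the result was seen.

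The paper's share of sites with constrained rotational positioning from 401 to 500 nt is 0.64%, and the value here is 0.407%. Of the alternatives set before the data were examined, 3 lie within 1.5 times of the paper's value: peak height above troughs over peak height (0.881%), the same height over the mean (0.885%) and the share above the line joining the troughs (0.477%). The first of these differs from the paper's values by more than 1.5 times from 101 to 400 nt and the second from 1 to 400 nt, while the share above the line joining the troughs is within 1.5 times in all 5 windows. Counting each position once (0.278%), leaving out high windows (0.410%) and thinning (0.410%) do not.

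The paper's count of fragments at the most frequent size is about 220000 in Fig. S2, read by eye, for the 20 to 80 nt library, and the value here is 426046. For the 40 to 130 nt library the paper's is about 240000 (Fig. S2) and the value here 477462. The paper's is about 380000 (Fig. S2) against 819555 for the 80 to 230 nt library and about 180000 (Fig. S2) against 336713 for the 130 to 430 nt library. Distinct fragments, the alternative set before the data were examined, gave 409268, 458287, 751273 and 292219, and none of these lies within 1.5 times. The figure's axis does not say what is counted. Divided by 2, a scale chosen after seeing the values, the values here are 213023, 238731, 409777 and 168356, which are within 1.5 times.

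The legend of the paper's chromosome figure does not name the library, and the values here are those of the 40 to 90 nt library. Over the whole genome the coincidence number of this library at 500 nt is close to the paper's, with about 4900000 in Fig. 3b, read by eye, and 4945770 here. The paper's coincidence number at 500 nt is about 210000 for chromosome I (Fig. S4A, read by eye), and the value here is 798301. It is about 210000 for II (Fig. S4A) against 774088 here, about 200000 for III (Fig. S4A) against 784159, and about 210000 for IV (Fig. S4A) against 808199. For V the paper's is about 250000 (Fig. S4A) against 909623, and for X about 230000 (Fig. S4A) against 871400. Counting each position once, set before the data were examined, gave 453003, 450588, 421313, 474741, 546854 and 528862 in the same order, and none of these lies within 1.5 times. Each position counted once on the plus strand alone, chosen after seeing the values, gave 225697, 226263, 210972, 236803, 273268 and 264639, which fall within 1.5 times of the paper's. The 40 to 130 nt paired-end library, with every tag on both strands, also does, with 220558, 221464, 206646, 220349, 259600 and 238471. So do this library with each fragment end counted once, and the 90 to 140, 80 to 230 and 130 to 430 nt libraries with each position counted once on either strand alone. The 140 to 240 nt library with each position counted once does on 3 of 6 chromosomes, and the 90 to 140 nt library with every tag on 1 strand on at most 2. These comparisons too were made after seeing the values, and so many settings within 1.5 times single out none.

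The paper states that the prominent 10-nt signal of endo-cleaved DNA is missing from the MNase-generated core DNA. Here the MNase share was far below that of endo-cleaved DNA but above the fit at other periods, with 1.29% against 0.460% from 21 to 120 nt, distances chosen after seeing the values, and 1.02% against 0.677% from 101 to 200 nt. It was below that fit from 201 to 300 nt (0.115% against 0.162%) and from 301 to 400 nt (0.106% against 0.243%). From 501 to 600 nt it was below as well (0.0481% against 0.0980%). From 401 to 500 nt it was above (0.0863% against 0.0763%), with its best period at the edge of the range searched. The order from 201 to 300 nt turned around with each position counted once (0.128% against 0.0566%). It also did so without high-coverage windows (0.170% against 0.0769%). The paper describes all chromosomes as alike in rotational positioning. Here chromosome X, with 5.81% from 101 to 200 nt, lay below the interval of every autosome. From 1 to 100 nt its interval (22.5 to 24.4%) overlaps that of V (24.2 to 26.6%). The paper's repeat length of the MNase-generated core DNA is 178 nt, within 1.5 times of the 182.5 nt here but outside its interval of 181.5 to 183 nt. No alternative had its maximum at 178 nt, the lowest being 181 nt with distances from 1 to 500 nt, chosen after seeing the values. The bootstrap interval at those distances was wider, 176 to 189.5 nt, and contains 178 nt, so that setting does not exclude the paper's value. The intervals of the other settings lie above 178 nt.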

Other observations

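The tests of the MNase share against chance scatter and high-coverage regions, those with pairs across libraries, dyads, equal depth and parts of chromosomes, and the 3-nt fit were chosen only after the result was seen.

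The MNase library had a weak 10-nt share. Chance scatter of the counts would keep the share from 1 to 100 nt within the Poisson noise, which reached 0.0563%, and the lower bound of the share was 3.25%. The fit at other periods, at 2.90%, came near the share in this window, so the shape of the curve at short distances stays open there. Without high windows the share was 3.41%, so a few high-coverage regions do not carry it. If ends of endo-cleaved DNA in the MNase library carried the signal, pairs of 1 tag from each library would have their 10-nt crest at distance 0. A sinusoid of fixed period, fitted without the distances nearest 0, had its crest 5.05 nt away (95% interval 4.93 to 5.16 nt). That is the opposite side of a helical turn. A peak at 0 itself was not examined, and a minority of endo-cleaved ends could be masked and is not excluded. The crest argues against such ends as the main source of this component. MNase and the oocyte nuclease may thus cut the same rotational frame at opposite phases. This is a hypothesis, and the sequence preferences of MNase, which were not tested, stay open.

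Local maxima of the MNase coincidence number fell at multiples of 3 nt in 26 of 29 cases up to 520 nt. In the endo-cleaved libraries it was 20 of 51 at 40 to 90 nt, 29 of 50 at 90 to 140 nt and 27 of 45 at 140 to 240 nt, and from 15 of 51 to 24 of 51 in the paired-end libraries. The 3 others lay at 238, 305 and 436 nt. A fit at a period of 3 nt gave 0.372% from 201 to 299 nt (0.308 to 0.459%), against 0.0905% at 2.6 nt and 0.0914% at 3.6 nt. The 40 to 90 nt library gave 0.0768% (0.0603 to 0.0978%), against 0.00075% and 0.0175%, and the 90 to 140 nt library 0.123% (0.106 to 0.140%), against 0.00464% and 0.0128%. The 140 to 240, 80 to 230 and 130 to 430 nt libraries gave 0.0934% (0.0573 to 0.1335%), 0.104% (0.0476 to 0.1505%) and 0.113% (0.0976 to 0.226%). Their higher comparison values, 0.0620, 0.0759 and 0.101%, lie within these intervals. The 20 to 80 nt library gave less at 3 nt, with 0.00608% against 0.1415% and 0.0655%. So did the 40 to 130 nt library, with 0.0450% against 0.0465% and 0.0528%. The 3-nt component was thus largest in the MNase library. Among the endo-cleaved libraries its interval lay above both comparison values only at 40 to 90 and 90 to 140 nt. No explanation was tested.

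Around 38603 dyads chosen from the MNase library, 5′ ends of the 40 to 90 nt library had maxima at -59, -49, -39, -29, -19 and -9 nt. The 10-nt amplitude was 18.5% of the mean within 65 nt of the dyad. From 90 to 220 nt downstream, past the core, it was 2.39% (1.97 to 2.76%), against 0.214% (0.0665 to 0.732%) around positions shifted by 1000 nt. Its crest lay -0.46 nt from that of the core. This is consistent with a rotational frame that runs on into the neighboring nucleosome at some of these sites, as a hypothesis. A sequence pattern that extends beyond the core was not tested and stays open.

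The coverage of short endo-cleaved DNA followed that of MNase core DNA little, and fragment length is a candidate explanation. Spearman's rho with the MNase library over 1-kb windows rose from 0.146 in the 40 to 90 nt to 0.608 in the 90 to 140 nt and 0.697 in the 140 to 240 nt single-end library. In the paired-end libraries it rose from 0.233 to 0.284, 0.550 and 0.721 with size. At equal depth the values ran from 0.146 to 0.687 in the same order. The libraries were also made separately, which this order leaves open.

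Between 1-Mb blocks of the 40 to 90 nt library the share from 101 to 200 nt ranged from 5.25 to 19.2%. It was 9.51% (8.95 to 10.31%) in the outer of 3 equal parts of the autosomes, 6.91% (6.54 to 7.19%) in the middle parts and 5.83% (5.64 to 6.02%) on X. The same order held in each of the 7 endo-cleaved libraries. The MNase library gave 1.08, 0.929 and 1.03%, with overlapping intervals. Local depth could produce such a difference. The share from 101 to 200 nt fell with the tags per block (rho -0.403 over 97 whole blocks), as did that from 1 to 100 nt (rho -0.527). The ranks of the blocks stayed after thinning, with a rho of 0.974 from 101 to 200 nt and 0.991 from 1 to 100 nt. Thinning lowers the depth of every block alike, so it argues against counting noise only. Local depth stays open, as do base composition and repeats, which need the genome. So does the density of periodic A(n)/T(n) clusters, whose regions in the paper appear to have strong rotational constraint.

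The 140 to 240 nt single-end library had 2.51 tags per distinct 5′ end. Preferred cleavage positions would give a like number in the 130 to 430 nt paired-end library, of similar depth and sizes, which had 1.34. More PCR copies in the single-end library are a candidate explanation that was not tested.

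In the lists' own coordinates, whose build is not named, the window on chromosome I from 3171001 to 3172000 was the highest of the 40 to 90 nt library, with 5290 ends or 17.5 times the median. The window on V from 265001 to 266000 was the highest of the MNase library, with 22.7 times the median. The window on V from 17118001 to 17119000 was the highest of all 4 paired-end libraries, with 66.2 to 90.4 times the median, and was among the 10 highest of no single-end library. Of 25 windows among the 10 highest of any library, 4 were shared by at least 6 libraries. Singled out after their values were seen were the left 300 kb of X, with 0.319 to 0.544 of the median coverage in all 8 libraries, and runs of empty windows on V. No library had an end in 874 of 100258 windows, of which 389 lie on V, with runs of 72, 65 and 75 kb between 2347001 and 2563000. No biological explanation was tested.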
